# Alpha TC1 and Beta-TC-6 genomic profiling uncovers both shared and distinct transcriptional regulatory features with their primary islet counterparts

**DOI:** 10.1038/s41598-017-12335-1

**Published:** 2017-09-20

**Authors:** Nathan Lawlor, Ahrim Youn, Romy Kursawe, Duygu Ucar, Michael L. Stitzel

## Abstract

Alpha TC1 (αTC1) and Beta-TC-6 (βTC6) mouse islet cell lines are cellular models of islet (dys)function and type 2 diabetes (T2D). However, genomic characteristics of these cells, and their similarities to primary islet alpha and beta cells, are undefined. Here, we report the epigenomic (ATAC-seq) and transcriptomic (RNA-seq) landscapes of αTC1 and βTC6 cells. Each cell type exhibits hallmarks of its primary islet cell counterpart including cell-specific expression of beta (e.g., *Pdx1*) and alpha (e.g., *Arx*) cell transcription factors (TFs), and enrichment of binding motifs for these TFs in αTC1/βTC6 *cis*-regulatory elements. αTC1/βTC6 transcriptomes overlap significantly with the transcriptomes of primary mouse/human alpha and beta cells. Our data further indicate that ATAC-seq detects cell-specific regulatory elements for cell types comprising ≥ 20% of a mixed cell population. We identified αTC1/βTC6 *cis-*regulatory elements orthologous to those containing type 2 diabetes (T2D)-associated SNPs in human islets for 33 loci, suggesting these cells’ utility to dissect T2D molecular genetics in these regions. Together, these maps provide important insights into the conserved regulatory architecture between αTC1/βTC6 and primary islet cells that can be leveraged in functional (epi)genomic approaches to dissect the genetic and molecular factors controlling islet cell identity and function.

## Introduction

Pancreatic islets are heterogeneous clusters of endocrine cell types (alpha, beta, delta, gamma/PP, and epsilon) that secrete different hormones to control glucose homeostasis. Their (dys)function and/or death is central to the genetic etiology^1^ and pathophysiology^2^ of all forms of diabetes. Recent islet single cell^3–9^ and enriched cell population^10–13^ transcriptome analyses highlight the unique gene expression profiles that underlie each specific cell type’s identity and function and have identified islet cell-specific expression differences between non-diabetic and Type 2 diabetic (T2D) individuals^4–6^. Epigenomic profiling of islet cells revealed that beta and alpha cells possess unique open chromatin landscapes that are differentially enriched for transcription factor (TF) binding sites and diabetes associated genetic variants^14^. Together these studies suggest that the perturbation of cell-specific transcriptomic and epigenomic programs contribute to both islet dysfunction and diabetes progression^15^. However, the specific functional consequences of disrupting these cell-specific regulatory programs have not been extensively elucidated.

The recent emergence of functional genomics and (epi)genome editing using the CRISPR/Cas9 platform offers a new and exciting opportunity to experimentally dissect these regulatory circuits that control islet cell identity and function and whose disruption by genetic variants and/or environmental risk factors may contribute to T2D pathogenesis. Many studies utilize islet-derived cell lines such as MIN6^16–18^, INS-1(832/13)^19–21^, beta-TC-6^22–26^, alpha TC1^27–31^ and, most recently, human EndoC-ßH1-3^32–34^ to gain insights into the molecular processes governing islet cell identity and function. Genomic characterization of these cell lines is essential to guide such studies and to interpret their findings. In the current study, we report the epigenome and transcriptome of alpha TC1 (αTC1) and beta-TC-6 (βTC6) islet cell models with four major goals in mind: (1) to identify cell-specific epigenome and transcriptome signatures and their hallmark features; (2) to assess the sensitivity of epigenome profiling for detecting cell-specific signatures and for reflecting relative cell proportions in a mixed cell population; (3) to elucidate the extent to which these genomic features are shared with primary mouse and human alpha and beta cells; and (4) to define the T2D SNP-containing regulatory elements in human islets that are functionally conserved in these cell lines and therefore appealing targets for experimental manipulation using CRISPR/Cas9 (epi)genome editing to study their function. Together, these detailed maps reveal both important similarities and differences between these cell models and primary islet cells and provide an important resource to guide their use in future functional genomics experiments to dissect the genetic and molecular bases for islet (dys)function and diabetes.

## Results

### Alpha (αTC1) and beta (βTC6) cell lines exhibit distinct regulatory landscapes

To determine the transcriptional regulatory landscapes of αTC1 and βTC6 cells, we profiled and compared their chromatin accessibility (ATAC-seq^35^) and expression (RNA-seq) patterns (Fig. 1a; Supplementary Table S1). 

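ATAC-seq inserts sequencing adapters into DNA that a transposase can reach, so reads pile up over open chromatin. The deposited ATAC-seq table gives, for each consensus peak on the mouse mm9 build, a TMM-normalized read count per library, which is the number of reads in the peak scaled by the authors to a common effective library size. In every library the values are whole multiples of a single step, and dividing by that step gave back the reads in each peak. The table holds no 0, so 1 read is its lowest value, and a peak with 1 read cannot be told from a peak with none. For the comparison of the lines, 5 libraries of each line entered the test and the mixtures were left out. Changes were tested with limma on log2(normalized read count + 1), and adjusted p-values are from its moderated test with Benjamini-Hochberg adjustment. Supplementary Table S1 computes the share of mitochondrial reads in one way for replicates 1 to 3 and in another for replicates 4 and 5 of each line, and these are treated as processing groups 1 and 2.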

Open chromatin profiling of αTC1 (n = 5) and βTC6 (n = 5) replicates identified 65,053 consensus ATAC-seq peaks (Methods). 

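The αTC1 libraries held between 6903416 and 8300868 reads in consensus peaks, with a median of 7320607. The βTC6 libraries held between 4397851 and 10374903, with a median of 6612207. In the shallowest of them, βTC6 replicate 2, a floor of 3 reads corresponded to 6.82e-05% of its reads in peaks. Between 1.36% and 4.37% of the values of a pure library stood at 1 read. The peaks covered all chromosomes, with 1923 on X and 2 on Y, and each chromosome's last peak ended within the mm9 sequence of that chromosome.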

Hierarchical clustering and principal component analysis (PCA) using these consensus peaks separated αTC1 and βTC6 samples into two clusters (Supplementary Fig. S1), suggesting distinct and cell-specific epigenomic landscapes for these cells. Indeed, differential analyses revealed 13,787 and 5,733 differentially accessible (DA; FDR < 5%, absolute log_2_ fold-change > 2) peaks that were significantly more open in βTC6 or αTC1 cells, respectively; Fig. 1b; Supplementary Table S2). These included DA sites exclusively open in one cell type versus the other, such as the αTC1-specific *Arx* (Fig. 1c) and βTC6-specific *Pdx1* (Fig. 1d) promoters. 

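Principal component analysis was run over the 10 pure libraries after each peak was centred and scaled. The first component held 66.0% of the variance and the second 7.66%. On the first component the αTC1 libraries lay between -203 and -191 and the βTC6 libraries between 175 and 233. Average-linkage clustering on correlation distance put the libraries of each line into a cluster of their own. Pearson correlations of log2 values across peaks, which are not independent replicates, ran from 0.920 to 0.972 between libraries of the same line and from 0.452 to 0.585 between lines. Leaving peaks unscaled moved the share of the first component most, to 86.7%.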

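Of the 65053 peaks tested, 8409 were more open in βTC6 and 3502 in αTC1 at an FDR under 5% with an absolute log2 fold change over 2. Without the fold-change threshold, 25942 peaks were more open in βTC6 and 24799 in αTC1 at that FDR, and the median log2 fold change over all peaks was 0.0011. Replicates 1 to 3 alone gave 8157 and 3135 peaks, and replicates 4 and 5 alone gave 9280 and 4367. The counts moved most with the pseudocount, and with 5 in place of 1 they were 1668 and 819. Quantile normalization on top of TMM gave 5655 and 5126 peaks, so that βTC6 peaks made up 52.5% of the calls against 70.6% without it. On chromosome 14 lay 1004 of the βTC6 peaks, and there the median log2 fold change over all peaks was 1.54. The βTC6 peak with the largest moderated t-statistic, at X 166419449 to 166420251, had a normalized read count of 155 ± 18.1 (SD, n = 5) in βTC6 and 2.54 ± 0.372 in αTC1, a log2 fold change of 5.46 (standard error 0.11, adjusted p = 3.92e-17 from limma). Among the next 4 βTC6 peaks, those on chromosome 11 between 109130712 and 109473438 lay in a stretch where every αTC1 value stood at 1 read. In αTC1 the largest statistic belonged to the peak at chromosome 9 115514246 to 115515178, with 125 ± 19.1 normalized reads in αTC1 and 0.868 ± 0.333 in βTC6 (log2 fold change -6.08, standard error 0.15, adjusted p = 3.14e-16 from limma). From the separation of the samples and these differences, the paper proposes that each line has an open chromatin landscape of its own.

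**Figure D1:**
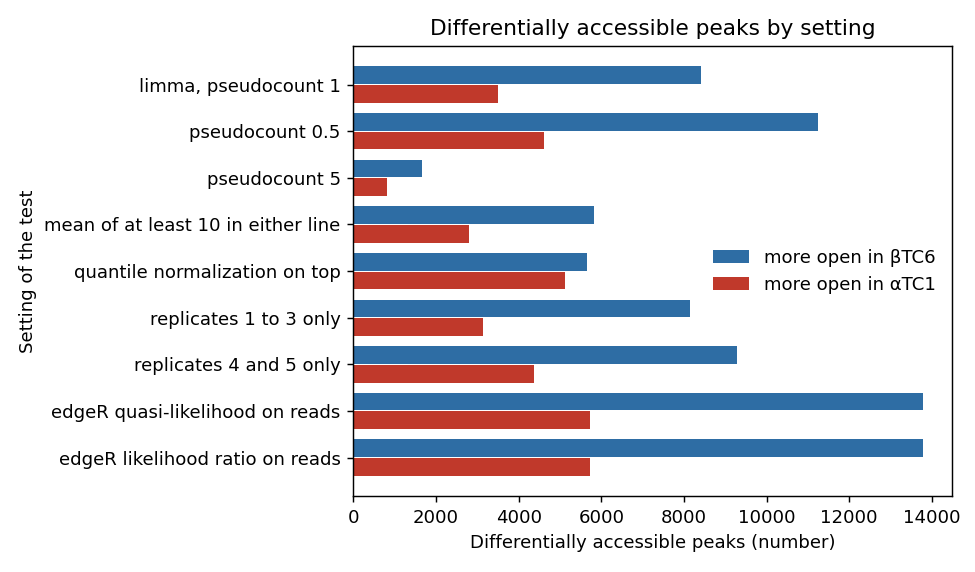
Number of differentially accessible peaks more open in βTC6 (blue) and in αTC1 (red) under each setting of the test, with pseudocount 1 at the top. The βTC6 count runs from 1668 with pseudocount 5 to 13794 with edgeR's quasi-likelihood test on the recovered reads.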

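The peak nearest to the promoter of Pdx1 (ENSMUSG00000029644) spanned 148081496 to 148081903 on chromosome 5, 164 bp from a transcription start site. It had 27.1 ± 2.96 normalized reads (SD, n = 5) in βTC6 and 0.427 ± 0.228 (SD, n = 5) in αTC1, where libraries held between 1 and 5 reads (log2 fold change 4.31, standard error 0.20, adjusted p = 2.90e-13 from limma). Around it, the peaks at 148079710 to 148080013 and 148088937 to 148089212 were also called more open in βTC6, with log2 fold changes of 2.30 and 2.23, and the peak at 148078996 to 148079266 changed by 1.05. Quantile normalization took the first of these to 1.98 and the second to 1.88, under the fold-change threshold, and pseudocount 5 took them to 1.42 and 0.96.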

To identify the TFs that may modulate the observed cell-specific epigenomic landscapes, we conducted motif enrichment analysis using *HOMER* ^36^ (Supplementary Table S3). As expected, βTC6 DA peaks were enriched in motifs of TFs (Nkx6-1^37–39^, Isl1^40,41^, Pdx1^42,43^, and Rfx5^44^) necessary for islet beta cell development and survival and interestingly for Lhx2, a LIM-HD factor linked to neurogenesis in the hippocampus^45^ and expansion of multipotent progenitor cell populations^46^ (Fig. 1e). 

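The consensus sequence of each motif was matched on both strands in the 200 bp around the centre of every peak, and the share of peaks with a match was compared with the 53142 peaks called in neither direction. P-values are from a 2-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 24 combinations of motif and line. The Nkx6-1 consensus occurred in 7.41% of βTC6 DA peaks against 2.80% of the background (odds ratio 2.78, adjusted exact p = 1.58e-81). For Isl1 the shares were 7.78% and 3.75% (odds ratio 2.16, adjusted exact p = 1.37e-53), and for Lhx2 5.28% and 2.51% (odds ratio 2.17, adjusted exact p = 1.64e-37). The Pdx1 consensus was found in 44 βTC6 DA peaks, or 0.523% against 0.198% (odds ratio 2.66, adjusted exact p = 1.57e-06). The Rfx5 consensus was found in 9, or 0.107% against 0.0696%, a difference that did not pass the test (adjusted exact p = 0.351). The βTC6 DA peaks had a median GC content of 44.0% in this window and the background 49.5%. Against background peaks weighted to the same GC content, the background shares were 3.63% for Nkx6-1, 4.63% for Isl1, 3.58% for Lhx2 and 0.252% for Pdx1.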

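In αTC1 DA peaks, the Foxo1 consensus occurred in 2.57% against 1.68% of the peaks called in neither direction (odds ratio 1.55, adjusted exact p = 0.000667) and the Foxp1 consensus in 2.74% against 1.97% (odds ratio 1.41, adjusted exact p = 0.00503). Both were also more frequent in βTC6 DA peaks than in this background, at 2.16% and 2.37%. Weighting the background to the GC content of those peaks gave 2.03% and 2.42%. Weighted to the GC content of the αTC1 DA peaks, the background shares were 1.91% for Foxo1 and 2.24% for Foxp1. For the Fox:Ebox dimer the consensus was found in 14 αTC1 DA peaks and for Foxa2 in 10, and neither passed the test (adjusted exact p = 0.123 and adjusted exact p = 0.424). The Tal1 consensus occurred in 15.7% of αTC1 DA peaks against 7.49% of the background (odds ratio 2.30, adjusted exact p = 4.22e-54). At a matched GC content, 8.57% of the background peaks held it.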

In αTC1-specific DA peaks, we observed motif enrichment for Fox family member TF (Fox:Ebox dimer, Foxa2, Foxo1, and Foxp1), which are involved in islet alpha cell function as suggested by *Foxp1/2/4* knockout mice developing hypoglycemia and having impaired glucagon secretion^47^, and Tal1/Scl, which targets Ldb1^48^, a coregulator of the Lin11-Isl1-Mec3 (LIM)–homeodomain (HD) complex implicated in islet alpha, beta, and delta cell development^49,50^. Other enriched TF motifs included Tcf12, which is involved in neural stem cell expansion^51^, and Tfap4/Ap4, a motif that interacts with Igfbp2^52^, a diagnostic and prognostic marker of pancreatic cancer^53^. These results highlight the cell-specific regulatory networks at work in αTC1 and βTC6 to govern their distinct cell type identity and function and reflect those of primary alpha and beta cells.

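The Tcf12 consensus was present in 3.54% of αTC1 DA peaks and 1.92% of the background (odds ratio 1.88, adjusted exact p = 5.03e-09 from Fisher's exact test). The Tfap4 consensus was present in 7.82% and 3.64% (odds ratio 2.25, adjusted exact p = 9.81e-28). These sequences and the Tal1 consensus share the E-box core CAGCTG. In βTC6 DA peaks the shares were 1.57% for Tcf12 and 3.76% for Tfap4, and neither differed from the background after adjustment (adjusted exact p = 0.0517 and adjusted exact p = 0.626).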

**Figure 1:**
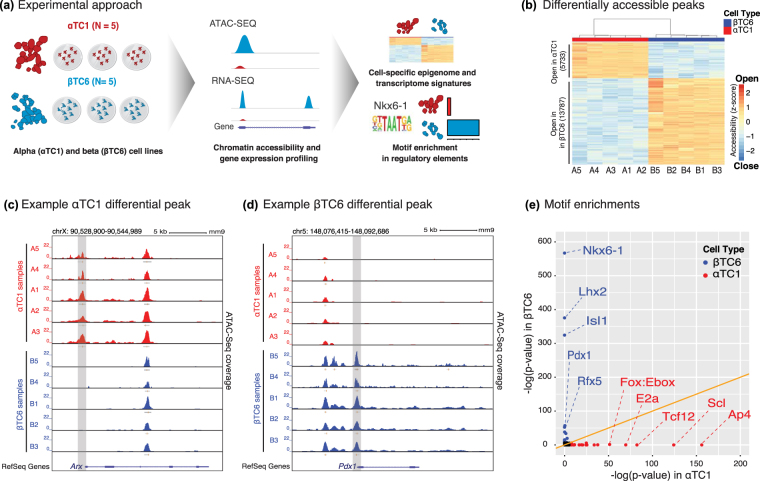
Assay for transposase-accessible chromatin (ATAC-seq) profiling of αTC1 and βTC6 identifies cell-type-specific open-chromatin regions. (**a**) Cartoon outline of experimental procedure. αTC1 and βTC6 replicates were profiled using ATAC-seq and RNA-seq to characterize their transcriptomic and epigenomic landscapes. Further downstream analyses were performed including pathway and transcription factor motif enrichment analyses. (**b**) Differential analysis of open chromatin regions revealed 5,733 and 13,787 sites open in αTC1 and βTC6 respectively. Values in heatmap reflect log2 TMM normalized read counts after mean centering and scaling. (**c**) UCSC genome browser views of a chromatin site exclusively open in αTC1 at *Arx* promoter (highlighted in grey) and (**d**) a similar site exclusively open in βTC6 at *Pdx1* promoter (highlighted in grey). (**e**) Sequences of differentially accessible chromatin regions demonstrate cell-type-specific binding of TF motifs. Colored points denote motifs significantly enriched (FDR < 1%) in a cell type (red = αTC1, blue = βTC6) while black points represent motifs not enriched in either cell type. Note the cell-type-specificity of TF enrichments.

### ATAC-seq captures cell-specific patterns in heterogeneous αTC1 and βTC6 mixtures

Analyses of αTC1 and βTC6 open chromatin profiles established major epigenomic differences between these homogeneous cell types. However, most genomic medicine studies profile tissues (e.g., pancreatic islets) that are composed of multiple cell types in different proportions. This cellular heterogeneity can impede the elucidation of cell-specific gene expression programs, especially those stemming from less abundant cell types^3–9^. 

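The mixtures are 9 ATAC-seq libraries, with 10% to 90% αTC1 cells in steps of 10% and the rest βTC6 cells. Each composition was sequenced once, so no mixture has a replicate. They held between 5277983 reads in consensus peaks (90% αTC1) and 7294832 (10% αTC1), and by the bookkeeping of Supplementary Table S1 they all belong to the processing group of replicates 4 and 5. A relation with composition across mixtures is therefore a relation within one processing group. Signature peaks were taken from the pure libraries alone, as the 82 called peaks per line with the largest moderated t-statistic. The paper states that its signature came from 3 libraries per line, which its text does not name, so all 5 were used here. The intensity of a signature in a mixture is the mean normalized read count over its peaks. Exact permutation tests over the 9 mixtures are 2-sided.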

To determine the sensitivity of the ATAC-seq technology to capture cell-specific epigenomic patterns within cell mixtures, we generated ATAC-seq maps from αTC1/βTC6 mixtures ranging from 0–100% of each cell type in 10% intervals (Fig. 2a, Supplementary Fig. S2). First, we identified αTC1/βTC6 cell-specific signature peaks using *CIBERSORT* ^54^ (Fig. 2a, Step 1). Next, we determined at what rate these signature peaks are detected in mixture samples containing variable proportions of αTC1 and βTC6 cells (Fig. 2a, Step 2). Finally, we investigated whether the detection rates of these signature peaks reflect αTC1/βTC6 proportions in a given mixture (Fig. 2a, Steps 3–4).

**Figure 2:**
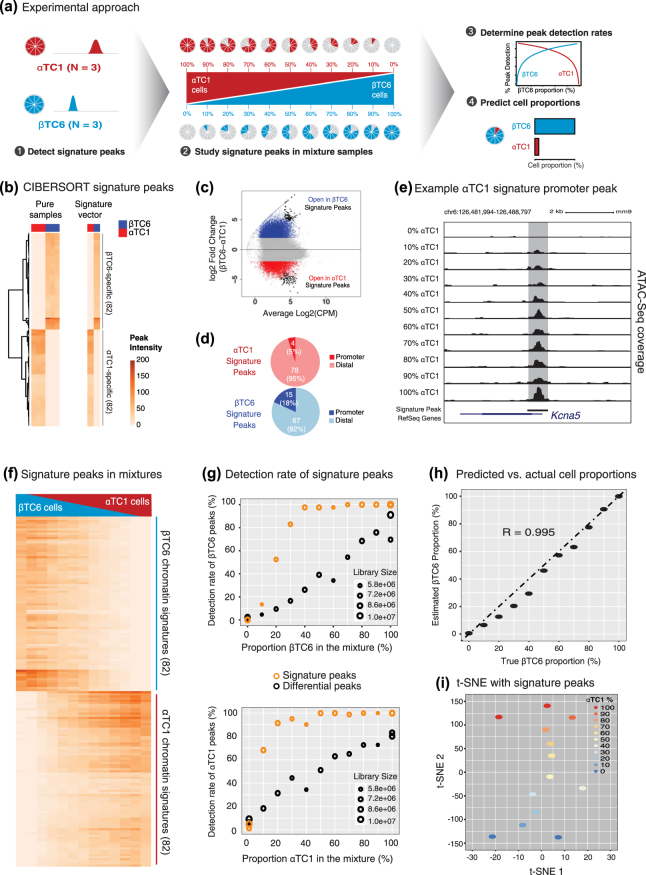
High sensitivity of ATAC-seq technology permits accurate open chromatin profiling of heterogeneous cell mixtures. (**a**) Cartoon representation of experimental workflow. Briefly, cell-specific “signature” peaks were defined for both αTC1/βTC6 (Step 1). Next, the sensitivity of these cell-specific sites were compared in each heterogeneous mixture sample (Step 2) and used to assess detection rates of cell-specific chromatin sites (Step 3) and finally to predict each sample’s cellular composition (Step 4). (**b**) Signature peaks determined by *CIBERSORT*. Heatmap values represent TMM normalized read counts (peak intensity). Signature vector represents the median accessibility profile for these signature peaks. (**c**) MA plot highlighting DA peaks specific to αTC1 (red) and βTC6 (blue). Signature peaks are colored in black (CPM = counts per million). (**d**) Genomic locations of signature peaks. Note most signature peaks are distal. (**e**) UCSC genome browser view of an αTC1 signature peak at *Kcna5* promoter, that displays decreased accessibility as the αTC1 proportions decreases in mixture samples. (**f**) Heatmap illustrating the peak intensity of the 82 αTC1 and 82 βTC6 signature peaks in all mixture samples. (**g**) Scatterplots comparing the detection rate of the 13,787 differential and 82 signature βTC6 peaks (top) and the 5,733 differential (black) and 82 signature (orange) αTC1 peaks (bottom) in all mixture samples. Sizes of points in the scatterplot reflect respective library sizes (reads) for each sample. (**h**) Estimated cellular compositions of each mixture sample (y-axis), as determined by *CIBERSORT*, closely matches that of true cellular compositions (x-axis). R represents Pearson’s correlation coefficient. (**i**) t-SNE analyses of all mixture samples using the 164 *CIBERSORT*-defined signature peaks demonstrates clustering of samples based on their cellular composition.

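Median normalized read counts in the line of origin were 81.6 over the αTC1 signature peaks and 67.1 over the βTC6 signature peaks, and the medians over all called peaks of these lines were 17.7 and 13.8. The αTC1 set shares 26 of its 82 peaks with the set the authors marked in the deposited table, and the βTC6 set shares 24. All 82 peaks of each deposited set were called in the same direction here. In the βTC6 set, 11 peaks lie on chromosome 14.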

Among 65,053 consensus peaks, *CIBERSORT* selected 82 signature ATAC-seq peaks for αTC1 cells (n = 3) and 82 signature peaks for βTC6 cells (n = 3) (Fig. 2b). Signature peaks (Fig. 2c, black points) exhibited the highest fold change among all βTC6 (blue points) and αTC1 DA peaks (red points), respectively. 

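The median absolute log2 fold change was 3.81 over the αTC1 signature peaks and 4.17 over the βTC6 signature peaks. Over all called peaks of the same direction it was 2.45 and 2.52. Single signature peaks ranged from 2.11 to 6.08 in αTC1 and from 2.57 to 6.31 in βTC6. Of the 82 called peaks with the largest absolute log2 fold change in each line, 35 were αTC1 signature peaks and 23 were βTC6 signature peaks. Of the signature peaks marked in the deposited table, 62 in αTC1 and 57 in βTC6 were among them.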

78/82 (95%) of αTC1 and 67/82 (82%) of βTC6 signature peaks were distal (Fig. 2d), implying that distal regions of the genome contain more discriminative cell-specific patterns. 

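With a peak counted as distal when its centre lay more than 2 kb from every annotated transcription start site, 74 of the 82 αTC1 signature peaks (90.2%) and 50 of the 82 βTC6 signature peaks (61.0%) were distal. Among all called peaks the distal share was 89.0% in αTC1 and 88.1% in βTC6, and among all consensus peaks it was 74.5%.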

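The peak over the first exon of Kcna5, at 126485017 to 126485773 on chromosome 6, had a normalized read count of 29.6 ± 6.25 (SD, n = 5) in αTC1 and 0.931 ± 0.313 (SD, n = 5) in βTC6 (log2 fold change -3.98, standard error 0.20, adjusted p = 1.00e-12 from limma). It was called more open in αTC1 and was not among the signature peaks chosen here. In the mixtures its normalized read count was 24.4 at 90% αTC1, 19.9 at 50% and 5.24 at 10%. Across the mixtures it followed the αTC1 percentage with a Pearson r of 0.946 (exact permutation p = 0.00032) and a Spearman rho of 0.917 (exact permutation p = 0.00131), and no other single peak was tested in this way. Without the mixtures at 10% and 90%, r was 0.960.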

As shown for the αTC1 signature peak in the *Kcna5* promoter (Fig. 2e), we observed that read counts in signature peaks reflect the relative cell proportion in the mixture. This trend was consistent for all 164 signature peaks where read counts of βTC6 (Fig. 2f, top) and αTC1 (Fig. 2f, bottom) signature peaks increased proportionately to their relative representation in the mixture. This demonstrates that ATAC-seq is sensitive enough to capture chromatin accessibility of a cell-specific regulatory element proportionately to that cell type’s contribution to the mixture. However, we noted that the detection rates of signature peaks also depend on the number of raw read counts at these loci. 

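Averaged over its 82 peaks, the αTC1 signature had a normalized read count of 86.6 ± 3.14 (SD, n = 5) in pure αTC1 and 7.43 ± 0.200 (SD, n = 5) in pure βTC6. In the mixtures it rose from 17.9 at 10% αTC1 to 50.3 at 50% and 84.4 at 90%. The βTC6 signature averaged 77.7 ± 3.89 in pure βTC6 and 4.23 ± 0.107 in pure αTC1, and rose from 8.91 at 10% βTC6 to 38.3 at 50% and 73.8 at 90%. Pearson's r against the percentage of the line was 0.996 for αTC1 and 0.990 for βTC6, and Spearman's rho was 1 for each. Each of these has an exact permutation p of 5.51e-06, which is the smallest that 9 mixtures allow and stays the same after Benjamini-Hochberg adjustment over the 3 relations computed. Without the outermost mixtures, r was 0.994 and 0.990 (exact permutation p = 0.000397 for each). Ranking the peaks by log2 fold change moved the βTC6 relation most, to an r of 0.992.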

Samples with lower sequence depth contained signature peaks at rates lower than expected, such as the sample that is composed of 40% αTC1 (Fig. 2g, bottom plot; Supplementary Fig. S3). These results suggest that if ATAC-seq will be used to study cells that are less abundant in a population (i.e., represent a small proportion of the heterogeneous cell composite), the libraries should be sequenced more extensively to capture signatures stemming from this cell type of interest.

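The 40% αTC1 mixture held 5322395 reads in consensus peaks, the second lowest number among the mixtures. A signature peak was counted as detected when its normalized read count in a mixture exceeded the highest of the 5 pure libraries of the other line, because the paper's text does not define detection. By this definition the 40% αTC1 mixture had all 82 αTC1 and all 82 βTC6 signature peaks, as had every mixture with 20% or more of the line in question, so at this ceiling the measure cannot rank these mixtures. Signature peaks were missed at 10%, where 81 αTC1 peaks (98.8%, Wilson 95% confidence interval 93.4 to 99.8%) and 80 βTC6 peaks (97.6%, Wilson interval 91.5 to 99.3%) were detected. The intervals cover counting error only.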

The detection rates of signature peaks in mixture samples were far greater than those of DA peaks, since signature peaks have more reads on the average (Fig. 2g, Supplementary Fig. S3). 

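By the same definition, the detected share of all peaks called more open in αTC1 fell from 99.6% in the 50% αTC1 mixture to 89.9% at 20% and 65.7% at 10%. For the peaks called more open in βTC6 it was 98.5% in the 50% mixture, 90.6% at 30% βTC6, 74.8% at 20% and 51.4% at 10%.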

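When detection was instead defined as at least 10 normalized reads, 98.8% of the αTC1 signature peaks were detected at 20% αTC1 and 61.0% of the βTC6 signature peaks at 20% βTC6 (Wilson 95% confidence interval 50.2 to 70.8%). The βTC6 share was the detection rate that moved most with the definition.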

Notably, > 50% of signature peaks were detectable within mixtures when the corresponding cell type proportion was as low as 20% (Fig. 2g bottom panel). Finally, we studied whether ATAC-seq could be used to estimate/predict cell type proportions from these mixtures. Indeed, cell compositions of the mixtures were accurately predicted using signature peaks, where the correlation between estimated and true proportions is 0.995 (Fig. 2h). Moreover, t-SNE (t-distributed stochastic neighbor embedding)^55^ arranged the 13 mixture samples with respect to their relative cell composition based on the signature peaks (Fig. 2i, t-SNE 2). 

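Proportions were estimated by ν-support vector regression with a linear kernel, as CIBERSORT does, on the median of the pure libraries over the signature peaks, with negative weights set to 0 and the weights scaled to sum to 1. In 9 mixtures simulated from the pure libraries the mean absolute error of this procedure was 0.385 percentage points. These were drawn with counting noise alone around the means of the libraries that set the signature. A small error was therefore built in, and it checks the code and not the accuracy for sequenced mixtures. For the sequenced mixtures, the Pearson r of estimated and mixed βTC6 percentages was 0.995 and the Spearman rho was 1. The exact permutation p is again the smallest possible, and r was 0.995 without the outermost mixtures. The mean absolute error was 6.08 percentage points, and the estimate lay below the mixed percentage in 8 of the 9 mixtures. The largest gap was at 40% βTC6, which was estimated at 29.2%. Ranking the signature peaks by difference in mean normalized read count moved the mean absolute error most, to 4.28 points. From the agreement of estimated and mixed proportions and from the peak intensities, the paper reasons that ATAC-seq can profile cell mixtures and predict their composition.

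**Figure D2:**
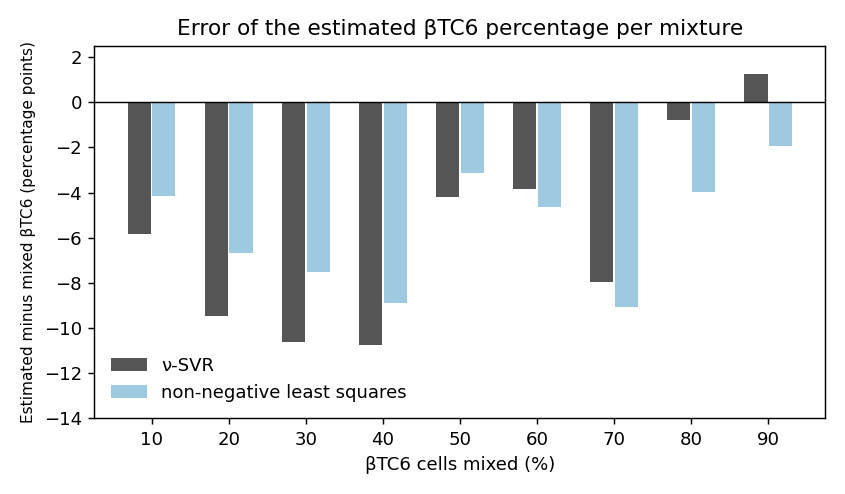
Estimated minus mixed βTC6 percentage, in percentage points, for each of the 9 mixtures with ν-support vector regression (dark) and non-negative least squares (light). The bars are below 0 in all mixtures but the one with 90% βTC6 cells, where the dark bar is at 1.24 points.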

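In place of t-SNE, which depends on its random start, principal component analysis was run. It covered 13 libraries, the mixtures and the 4 pure libraries of their processing group. The paper also used 13 samples, but its text does not say which pure libraries were among them. Over the 164 signature peaks the first component held 89.2% of the variance. Its Pearson r with the βTC6 percentage was 0.991 and its Spearman rho 0.997 (permutation p = 2.0e-05 for each, the smallest that 100000 resamples give). Benjamini-Hochberg adjustment over the 3 peak sets so examined left this p unchanged. Without the 2 pure αTC1 libraries r was 0.985, and over the mixtures alone it was 0.996.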

Variability between pure αTC1 and βTC6 replicates in the first t-SNE dimension reflects differences in their library size (Supplementary Fig. S4). The second t-SNE dimension reflects cell compositions and suggests that replicate epigenomes correlate well (Supplementary Fig. S2). 

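Over the 11911 peaks called in either direction, the first principal component of the 13 libraries held 85.6% of the variance, and its Pearson r with the βTC6 percentage was 0.997 (permutation p = 2.0e-05). Over all consensus peaks it held 54.8%, with a Pearson r of 0.996 (permutation p = 2.0e-05). Spearman's rho was 0.997 for both peak sets. With the 2 pure αTC1 libraries left out, r was 0.996 for the called peaks and 0.994 for all consensus peaks.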

Notably, similar t-SNE analysis using all αTC1/βTC6 DA peaks, but not all consensus peaks (Supplementary Fig. S4), separated samples by cell type proportion, suggesting that cell-specific regulatory elements reflect the relative contribution of the corresponding cell to the mixture. Taken together, these analyses support the utility of ATAC-seq to profile cell mixtures and predict relative cell type composition in clinically relevant heterogeneous samples, as has been previously done with human blood samples^56^. Thus, ATAC-seq profiles of sorted human pancreatic islet cells (e.g. alpha, beta) would allow the estimation of relative cell type compositions in human pancreatic islets.

To test this hypothesis, we generated ATAC-seq libraries for human islets from seven individuals (Khetan *et al*., in preparation), for which we also have estimated cell type proportions based on single cell transcriptome profiling^4^ (Supplementary Table S4). We identified 28 alpha and 50 beta signature peaks from enriched human alpha and beta cell ATAC-seq profiles using the same data analysis pipeline^14^. Deconvolution of bulk islet ATAC-seq profiles with these signatures yielded alpha cell proportions that closely resembled counts for each cell type from single cell RNA-seq data (Supplementary Fig. S5; R = 0.9, p = 0.005). Beta cell proportions were less precisely estimated (R = 0.5, p = 0.25), potentially due to the contamination of other cell types (e.g., delta cells) during FACS-enrichment. These data provide encouraging proof-of-concept results suggesting the feasibility of computational deconvolution of islet cell composition using ATAC-seq of islet samples. We anticipate that improvements in cell sorting/enrichment protocols and resulting profiles of more and purer islet cell subpopulations will dramatically improve the predictive capacity of this algorithm.

### Cell-type-specific expression of genes involved in islet signaling, hormone secretion, and metabolism

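The deposited RNA-seq tables give RSEM expected counts and FPKM, which scales the fragments of a gene for transcript length and library size, for 3 libraries of each line. Their 24531 entries are 24439 genes and 92 ERCC spike-in controls, which are synthetic RNAs added to each sample. Expected counts per library summed to between 21954031 and 25004959 in αTC1 and between 24554808 and 26033482 in βTC6, and the spike-ins took between 0.436% and 0.971% of them. Counts were rounded to whole numbers, normalized by edgeR's TMM method and tested by its quasi-likelihood test with Benjamini-Hochberg adjustment, to which adjusted p-values of genes refer. A value of 3 counts was taken as the floor of detection, and where all libraries of a line were at or below it, the fold is a lower bound computed against that floor. All 6 libraries belong to replicates 1 to 3, a single processing group by the bookkeeping of mitochondrial reads in Supplementary Table S1. That bookkeeping does not rule out other groups among the RNA-seq libraries. The αTC1 replicates 1 and 2 were closer to each other (mean chi-square per gene 2.06) than the other pairs within a line, which ranged from 17.3 to 38.4, but differed by more than the sampling noise and were kept as separate libraries.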

We completed RNA-seq and quantified gene expression of 24,531 protein coding genes and long intergenic non-coding RNAs (lincRNA) in αTC1 and βTC6 replicates (Methods; n = 3 each). Hierarchical clustering and PCA of αTC1 and βTC6 transcriptomes using all detected genes (FPKM ≥ 1; N = 12,234), separated samples into two cell-specific clusters (Supplementary Fig. S6) highlighting that the majority of the variability captured in the transcriptomic data is attributable to cell-type-specific gene expression patterns. 

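Of the entries with FPKM of at least 1 in all replicates of either line, 12195 were genes and 39 were spike-ins, and the genes were used. In a principal component analysis of log2(FPKM + 1), centred and scaled per gene, the first component held 73.8% of the variance and the second 9.83%. The αTC1 libraries lay between -86.9 and -86.3 on it and the βTC6 libraries between 84.4 and 88.7. Average-linkage clustering gave each line its own cluster. Pearson correlations across genes were between 0.987 and 0.998 within a line and between 0.782 and 0.793 across lines. Leaving genes unscaled moved the share of the first component most, to 95.1%, and including all genes gave 62.2%.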

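At an FDR under 5% and an absolute log2 fold change over 2, 1245 genes were higher in βTC6 and 498 in αTC1. The FDR alone was passed by 4715 and 4387 genes, and the median log2 fold change over all genes tested was 0.0094. On chromosome 14 lay 93 of the genes higher in βTC6, or 7.47% of them against 3.40% of the genes tested. The filter on expression moved the counts most, and with every gene that had a count above 0 they were 2510 and 1020. With 1 factor estimated from the spike-ins by RUVg, 1249 and 501 genes were called, of which 1232 and 489 were also called without it.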

Differential gene expression analysis revealed 510 αTC1-enriched (log_2_ fold change < −2; red points in Fig. 3a) and 1,235 βTC6-enriched (log_2_ fold change > 2; blue points in Fig. 3a) genes at FDR < 5% (Fig. 3a,b) (Methods). Genes specifically expressed in αTC1 included classic alpha cell maturation TF genes such as *Irx1* ^12,57^ (log2 FC -3.69), *Irx2* ^12,57^ (log_2_ FC -3.70), and *Mafb* ^58^ (log_2_ FC -5.95), while βTC6-specific transcripts included genes encoding established beta cell TFs *Nkx6-1* (log_2_ FC 2.18), *Pax4* ^59,60^ (log_2_ FC 9.48), and *Mafa* ^61,62^ (log_2_ FC 7.46). In addition to the rodent insulin-encoding genes (*Ins1* and *Ins2*), top differentially expressed (DE) genes in βTC6 included a transmembrane receptor with unknown function (*Tmem215*), a regulator of beta cell mass (*Egfr*)^63^, and lipid transporter (*Abca5*). 

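Irx1 (ENSMUSG00000060969) had an FPKM of 65.4 ± 8.86 (SD, n = 3) in αTC1 and 5.36 ± 1.91 (SD, n = 3) in βTC6, a log2 fold change of -3.56 (standard error 0.22, adjusted p = 8.66e-07 from edgeR's quasi-likelihood test). Irx2 (ENSMUSG00000001504) stood at 170 ± 11.5 and 12.7 ± 1.20 (log2 fold change -3.66, standard error 0.09, adjusted p = 5.13e-09 from edgeR). A second, weakly expressed gene listed under the same symbol (ENSMUSG00000093659) was at least 21.5-fold lower in βTC6, where it had at most 2 counts, and the counting could have split reads between them. In βTC6, Nkx6-1 (ENSMUSG00000035187) had an FPKM of 60.7 ± 5.34 against 13.8 ± 0.458 in αTC1 (log2 fold change 2.19, standard error 0.09, adjusted p = 6.88e-08 from edgeR). Mafa (ENSMUSG00000047591) had 47.6 ± 7.42 against 0.260 ± 0.269 (log2 fold change 7.52, standard error 0.35, adjusted p = 1.58e-07 from edgeR). No αTC1 library held a count of Pax4 (ENSMUSG00000029706), which had an FPKM of 2.56 ± 0.137 in βTC6 and was at least 28.1-fold higher there. With each library left out in turn all of these kept their direction and both thresholds, and the widest range was that of the second Irx2 gene, from -8.99 to -4.94. Under limma on log2(FPKM + 1), Pax4 changed by 1.83 and the second Irx2 gene by -1.91, below the fold-change threshold.

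**Figure D3:**
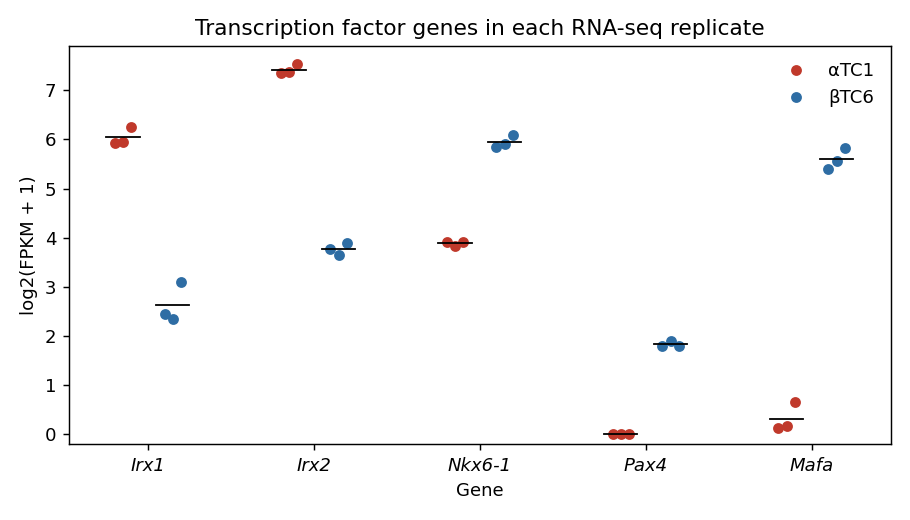
Expression of 5 transcription factor genes as log2(FPKM + 1) in each of the 3 αTC1 (red) and 3 βTC6 (blue) replicates, with the mean as a black line. Pax4 is at 0 in all αTC1 replicates.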

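Ins1 (ENSMUSG00000035804) had no count in any αTC1 library and an FPKM of 2000.3 ± 395 (SD, n = 3) in βTC6, where it was at least 16299-fold higher. Ins2 (ENSMUSG00000000215) had an FPKM of 30081 ± 6150.3 in βTC6 and 0.340 ± 0.260 in αTC1 (log2 fold change 16.64, standard error 0.40, adjusted p = 4.14e-09 from edgeR). Because these paralogs are similar in sequence, the counting could have split reads between them. Tmem215 (ENSMUSG00000046593) and Egfr (ENSMUSG00000020122) had no αTC1 counts either and were at least 1163-fold and 958-fold higher in βTC6, at FPKM of 29.5 ± 1.53 and 20.3 ± 6.42. Abca5 (ENSMUSG00000018800) was at least 834-fold higher in βTC6 (FPKM 13.6 ± 2.37). It lies at 110130683 to 110199030 on chromosome 11, inside the stretch without αTC1 ATAC-seq signal. By the rule of the largest log2 fold change with FPKM of at least 5 in all βTC6 libraries, the first 5 genes were Ins1, Ins2, Pdx1, Prkar1a and Wipi1. Wipi1 (ENSMUSG00000041895), also in that stretch, had no αTC1 count and was at least 1728-fold higher.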

Top DE genes in αTC1 included the glucagon-encoding gene *Gcg* and *Avpr1b*, a G-protein coupled receptor (GPCR) whose activation contributes to increased glucagon secretion (and indirectly insulin secretion) in islets^64,65^. 

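Gcg (ENSMUSG00000000394) had an FPKM of 12928 ± 1282 (SD, n = 3) in αTC1 and 229 ± 50.4 (SD, n = 3) in βTC6, a log2 fold change of -5.76 (standard error 0.23, adjusted p = 6.37e-08 from edgeR's quasi-likelihood test). Each βTC6 library held between 4152 and 6936 Gcg counts. Avpr1b (ENSMUSG00000026432) had no count in βTC6 and was at least 1391-fold lower there than in αTC1, where its FPKM was 41.9 ± 5.23. By the same rule as for βTC6, the genes with the largest change included Gm17431, Avpr1b, Gm10119 and Gm2381, and none of these had a count in any βTC6 library. Gm17431 (ENSMUSG00000091282) had an FPKM of 233 ± 14.1 in αTC1. Gm10119 (ENSMUSG00000062611) lies on chromosome 14, where 93.5% of the tested genes were higher in βTC6, and it went the other way.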

Epigenomic patterns captured in these cells were concordant with the cell-specific changes in gene expression. For example, at the *Arx* locus, which encodes a TF regulating islet alpha cell development^66,67^, we noted αTC1-specific chromatin accessibility and expression activity (Fig. 3c, grey box). Similarly, βTC6-specific chromatin accessibility pattern at the *Pdx1* promoter (Fig. 3d, grey box), an islet beta cell TF necessary for cell survival and function^42,43^, was accompanied by βTC6-specific expression of this gene.

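The Pdx1 gene, at 148081535 to 148089584 on chromosome 5, had an FPKM of 111 ± 8.07 (SD, n = 3) in βTC6, with 11757 to 13659 counts per library. It had no count in αTC1 and was at least 4008-fold higher in βTC6. From loci such as this one, the paper states that the open chromatin patterns of these cells match their cell-specific gene expression.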

**Figure 3:**
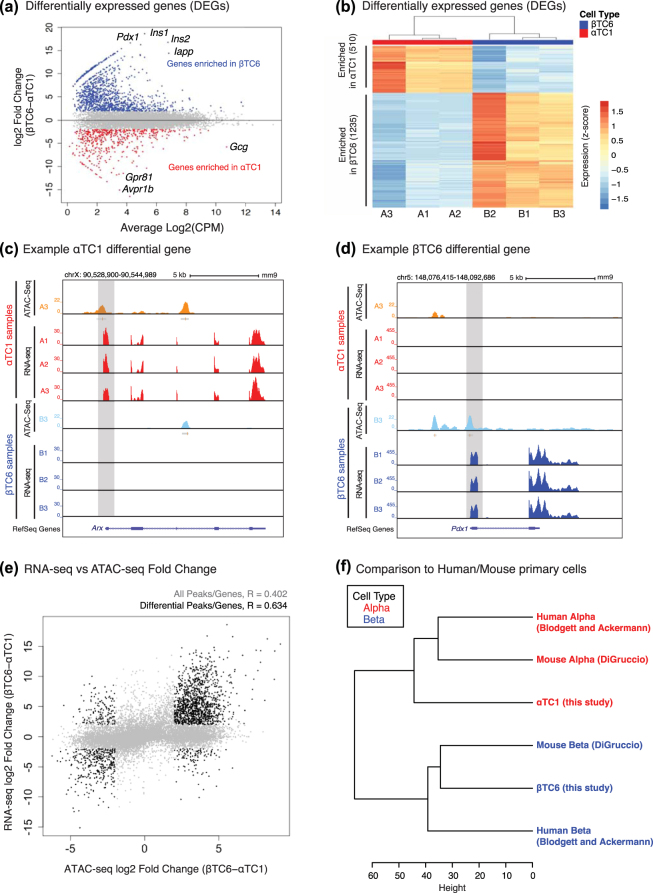
Transcriptome profiling (RNA-seq) of αTC1 and βTC6 characterizes genes uniquely enriched in each cell type. (**a**,**b**) Differential gene expression analysis identifies 510 and 1,235 genes with enriched expression in αTC1 and βTC6 respectively (CPM = counts per million). Values in heatmap reflect log_2_ FPKM values after mean centering and scaling. (**c**) UCSC genome browser views of αTC1-specific expression of *Arx* (highlighted in grey) and (**d**) βTC6-specific expression of *Pdx1* (highlighted in grey). For each view, representative ATAC-seq profiles for a single βTC6 (B3; light blue) and αTC1 (A3; orange) sample were included. (**e**) Scatterplot of βTC6 vs. αTC1 fold changes in gene expression (y-axis) and chromatin accessibility (x-axis) illustrates a positive and significant correlation at regions of the genome that display cell-specific chromatin accessibility and gene expression. R represents Pearson’s correlation coefficient. (**f**) Hierarchical clustering of mouse^77^ and human^13,14^ primary islet cell and αTC1/βTC6 cell line transcriptomes groups samples by cell type regardless of species.

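Of the adenylyl cyclase genes, Adcy1 (ENSMUSG00000020431) had at most 2 counts in any αTC1 library and was at least 1116-fold higher in βTC6, at an FPKM of 13.1 ± 2.09 (SD, n = 3). Adcy2 (log2 fold change 4.78, standard error 0.26), Adcy3 (2.65, standard error 0.18), Adcy9 (2.61, standard error 0.11) and Camk2b (2.98, standard error 0.10) were higher in βTC6 as well. Their adjusted p-values from edgeR's quasi-likelihood test ran from 3.02e-08 for Camk2b to 1.72e-06 for Adcy3. Adcy3 was expressed at a low level, with an FPKM of 2.08 ± 0.127 in βTC6 and 0.677 ± 0.169 in αTC1, and under limma on log2(FPKM + 1) its log2 fold change was 0.88, below the threshold, as it was with a pseudocount of 0.1 (1.51). The former setting took Adcy2 to 1.89. Pathway enrichment itself was not analysed here.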

KEGG pathway analyses (Supplementary Table S5) revealed significant enrichment (FDR < 1%) of genes (*Adcy1, Adcy2, Adcy3, Adcy9, Camk2b*) involved in insulin secretion, cAMP signaling, and calcium signaling in βTC6 cells, consistent with reported roles for these pathways in modulating beta cell insulin secretion. Similarly, we observed enrichment of genes associated with the molecular genetics of type 2 diabetes (T2D) and Maturity Onset Diabetes of the Young (MODY; e.g. *Hnf1a, Hnf4a, Slc2a2, Gck*) in βTC6. 

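Hnf4a and Slc2a2 had no more than 3 counts in any αTC1 library. In βTC6, Hnf4a was at least 296-fold higher, with an FPKM of 11.9 ± 3.74 (SD, n = 3), and Slc2a2 at least 93.3-fold, with an FPKM of 4.76 ± 0.703 (SD, n = 3).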

In the past decade, islet genomic studies have found that increased apoptosis and dysregulation of human beta cells are major contributing factors to diabetes development and susceptibility^68–71^. Consistent with recent studies highlighting the importance of circadian rhythmicity in beta cell function and insulin secretion^23,72,73^, we also observed enrichment of the circadian entrainment pathway in βTC6 cells. βTC6 transcriptomes were also enriched for genes involved in oxytocin signaling - a hormone and pathway that has been linked recently to mitigating metabolic stress in mouse pancreatic islets and a mouse beta cell line (MIN6) in a recent study^74^. 

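Fbp1 (ENSMUSG00000069805) had an FPKM of 31.1 ± 1.98 (SD, n = 3) in αTC1 and 1.01 ± 0.125 in βTC6, with a log2 fold change of -4.88 (standard error 0.13, adjusted p = 7.60e-09 from edgeR). For Hk1 (ENSMUSG00000037012) the FPKM was 100.3 ± 16.5 and 9.62 ± 0.843, and the log2 fold change -3.24 (standard error 0.15, adjusted p = 1.28e-07 from edgeR). Fbp2 (ENSMUSG00000021456) was low in both lines, at 2.81 ± 0.254 and 0.477 ± 0.227 (log2 fold change -2.49, standard error 0.33, adjusted p = 0.000109 from edgeR). Hk2 (ENSMUSG00000000628) had an FPKM of 1.91 ± 0.902 in αTC1 and at most 1 count in any βTC6 library, and was at least 87.0-fold lower in βTC6. Under limma on log2(FPKM + 1), Fbp2 changed by -1.38 and Hk2 by -1.49, below the threshold.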

Genes associated with gluconeogenesis and glycolysis (e.g. *Fbp1, Fbp2, Hk1, Hk2*) were enriched in αTC1, reflecting the roles for islet alpha cells as a counterbalance to maintaining blood glucose and energy homeostasis. Ultimately, transcriptomics of αTC1 and βTC6 suggests that these cell lines reflect pathways and TFs that are conserved in islet alpha and beta cells, and therefore may effectively model molecular and cellular mechanisms relevant to islet biology.

### Chromatin accessibility and gene expression are highly correlated in αTC1 and βTC6

To uncover the association between cell-specific epigenomic and transcriptomic patterns, we studied the correlation between RNA-seq and ATAC-seq profiles in αTC1 and βTC6. 14,699/24,531 genes (~60%) considered in this study were associated with at least one open chromatin site. 

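Each consensus peak was assigned to the gene in the RNA-seq tables with the nearest annotated transcription start site in GENCODE vM1, which like the peaks is on mm9. Of the 24439 gene identifiers in the tables, 24372 are in that annotation. By this assignment 17513 genes, or 71.7% of the genes in the tables, had at least 1 peak. The gene matched the nearest gene listed in the deposited ATAC-seq table for 70.0% of the peaks.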

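A gene with at least 1 peak had on average 3.71 of them, with a median of 2.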

On average, four open chromatin sites mapped to a given gene, consistent with other studies indicating that multiple distal regulatory elements converge to govern transcription. Therefore, to consider a one-to-one relationship between chromatin accessibility and expression level of a gene, we assigned the open chromatin peak with the highest absolute fold change in accessibility between cell types to its corresponding gene. 

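Among the 11211 genes that had a peak and passed the expression filter, the log2 fold change in expression was compared with that of the gene's most changed peak. Across these genes, which are not independent replicates, the Pearson r was 0.440 and the Spearman rho 0.438, and no p-value was computed for that reason. Using only peaks within 2 kb of a transcription start site moved the correlation most, to a Pearson r of 0.668 across 10505 genes.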

Overall correlation between gene expression changes (βTC6 vs. αTC1 log_2_ fold changes) and chromatin accessibility changes for these 14,699 genes (Fig. 3e, grey points) was positive and significant (Pearson R = 0.402, p < 2.2 × 10^−16^). This correlation was more robust (Pearson R = 0.634, p < 2.2 × 10^−16^) for regions involving cell-specific chromatin accessibility and gene expression patterns (n = 1,833 genes, black points), suggesting that transcriptional programs of cell-specific regulatory elements (both promoters and enhancers) are more tightly regulated than the rest of the genome by the epigenomic landscape^75^. These observations confirm significant associations between cell-type-specific gene expression programs and the chromatin accessibility patterns around these loci. 

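Across the 954 genes with at least 1 called peak and a call in expression, the Pearson r with the most changed peak was 0.684 and the Spearman rho 0.559. In 856 of them the peak and the gene changed in the same direction. With promoter peaks only, 474 of 484 such genes changed in the same direction and r was 0.829. With each replicate number left out in turn (1 to 3 from both assays, 4 and 5 from ATAC-seq, the only assay that has them), r for such genes stayed between 0.675 and 0.692. These genes were chosen for large changes in both assays, which leaves out small changes and by itself raises r. The rise over the r of all genes therefore cannot show a tighter tie. From the higher correlation at cell-specific sites, the paper proposes that transcription there is more tightly tied to the accessibility of nearby elements.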

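Of the peaks called more open in βTC6, 1845 (21.9%) had a nearest gene called higher in βTC6, against 9.18% of the 53142 peaks called in neither direction (odds ratio 2.78, 2-sided Fisher's exact test, p = 1.33e-222). Of the peaks called more open in αTC1, 474 (13.5%) had a nearest gene called higher in αTC1, against 3.98% (odds ratio 3.77, exact p = 1.37e-105). Peaks that share a gene are not independent, so these p-values describe the overlap and not its replication. Restricting the comparison to promoter peaks moved the shares most, to 46.1% in βTC6 and 25.0% in αTC1.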

Further investigation revealed that 17% of αTC1- and 31% of βTC6-specific peaks corresponded to differential gene expression in that cell type (Supplementary Fig. S7; p < 1 e-16, Fisher’s exact test). In contrast, shared peaks were not associated with differentially expressed genes (p = 1, Fisher’s exact test). 

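Of the peaks called in neither direction, 6996 (13.2%) had a nearest gene called in either direction, and of the called peaks 22.2%. Tested for a higher share in the former, Fisher's exact test gave p = 1, and tested 2-sided it gave p = 1.18e-126, with the lower share in the peaks called in neither direction.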

In primary human islet cells, only 12% of beta- and 5% of alpha-specific ATAC-seq peaks mapped to differentially expressed genes^14^. Together, these results suggest that alpha cells exhibit less congruence between cell-specific epigenomic and transcriptomic patterns, which may represent additional molecular hallmarks of alpha cell plasticity^11^ and trans-differentiation potential/propensity^76^.

### Identification of shared and distinct gene expression programs between αTC1/ßTC6 and their primary cell counterparts

To evaluate if these cell lines reflect transcriptional features of primary islet cells, we compared these profiles with those of human^13,14^ and mouse^77^ alpha/beta primary cells. After batch correction (Methods), primary and cell line sample transcriptomes clustered primarily by cell type (e.g. alpha or beta) (Fig. 3f), suggesting that suggesting that several alpha and beta cell-specific differences are preserved between primary and cell line samples. βTC6 were most similar to primary mouse beta cells. In contrast, αTC1 samples clustered separately from primary human/mouse alpha cells, suggesting this cell line is less reflective of its primary alpha cell counterparts.

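For the cell lines, the genes of Supplementary Table S6 were looked up among the genes tested here. All 1393 genes listed as common to βTC6 and mouse beta cells had a higher mean in βTC6, with a median log2 fold change of 1.16, and 1372 had an adjusted p under 0.05 from edgeR when adjusted over all genes tested (1380 when adjusted over the list alone). Of these, 440 also passed a log2 fold change of 2. Of the 1188 symbols listed as common to αTC1 and mouse alpha cells, 9 belong to several gene identifiers. Every identifier of a symbol was lower in βTC6 for 1187 of them, and had an adjusted p under 0.05 from edgeR for 1132. With 1 such identifier taken as enough the counts were 1188 and 1134, and the median log2 fold change was -0.79. In that list 134 passed the fold-change threshold. The lists were drawn from these same libraries, so the counts are no measure of stability.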

Closer examination of these datasets identified 1,393 (and 1,188) genes that were upregulated (FDR < 5%) in both βTC6 and mouse beta cells (and in αTC1 and mouse alpha cells) (Supplementary Table S6) (p < 2.2 × 10^−16^, Fisher’s exact test). Overlaps between cell-specific genes in human primary alpha/beta cells and mouse cells (both cell lines and sorted cells) were less significant, potentially due to species-specific divergence in gene expression programs^78,79^ (Supplementary Table S7). 

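Supplementary Table S6 also lists genes common to a line and to the mouse and human primary cells of its type. For βTC6, all 111 of them were higher than in αTC1 with an adjusted p under 0.05 from edgeR, and 64 of them passed a log2 fold change of 2. For αTC1, of 83 listed genes, 80 passed the adjusted p, 26 passed the fold-change threshold and all were lower in βTC6.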

111 genes were commonly enriched among human beta, mouse beta, and mouse βTC6 cells, whereas 83 genes were commonly enriched among human alpha, mouse alpha, and mouse αTC1 transcriptomes (Supplementary Fig. S8). These 111 genes were enriched in KEGG pathways associated with insulin secretion, resistance, and diabetes (FDR < 10%) (Supplementary Table S6). In contrast, the 83 genes with alpha and αTC1 activity were enriched for Rap1 and calcium signaling pathways - important activating components of GSIS^80,81^ - and also the glucagon signaling pathway, a hallmark function of islet alpha cells (FDR ~ 15%). Genes uniquely enriched in βTC6 and αTC1 were enriched for ribosome, cell development, and morphogenesis KEGG pathways and GO terms (FDR < 10%; Supplementary Table S8), possibly reflecting the increased energy demands and cycling nature of these cells compared to their primary cell counterparts. In contrast, significantly enriched GO terms for genes specific to primary mouse and human cells were more generic and included regulation of biological process and regulation of cellular process. 

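In the αTC1 libraries, Gc (ENSMUSG00000035540) and Epcam (ENSMUSG00000045394) had 0 counts throughout. Prkar1a (ENSMUSG00000020612) and Dpp4 (ENSMUSG00000035000) had 1 count each, in replicate 3, and Igf1r (ENSMUSG00000005533) had 2 counts in each of replicates 2 and 3. All of these lie at or below the floor of 3 counts. In βTC6 their FPKM was 9.51 ± 2.24 (SD, n = 3) for Gc, 10.7 ± 2.40 for Epcam, 521 ± 77.7 for Prkar1a, 10.1 ± 3.33 for Dpp4 and 5.35 ± 0.997 for Igf1r. Prkar1a was at least 11346-fold higher in βTC6, and the others between at least 129-fold (Gc) and at least 420-fold (Dpp4). Prkar1a lies at 109510719 to 109530970 on chromosome 11, in the stretch where every αTC1 ATAC-seq value stood at 1 read.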

Notably, we observed genes enriched in human/mouse primary alpha cells (e.g., *Gc, Prkar1a, Epcam, Igf1r, Dpp4*) that were not expressed (CPM = 0) in αTC1 suggesting there are clear components of islet alpha cell biology not reflected in these cell lines. Expression of human-mouse orthologues in the primary and cell line datasets examined here are provided as a resource for investigators to determine the conservation of specific genes or pathways of interest (Supplementary Table S9).

Benner *et al*.^82^ identified 9,474 genes shared between primary human and beta cell transcriptomes. Within primary human^13^ and mouse^77^ beta transcriptomes examined in our study, 7,828/9,474 genes (82%) (FPKM > 1 in both human/mouse beta cells) overlapped between Benner *et al*. and these datasets. We determined 7,828 genes detected both in the primary human beta^13^ and primary mouse beta^77^ transcriptomes (FPKM > 1) that overlapped these 9,474 genes. Minor discrepancies between these gene sets can be attributable to a variety of technical factors between the human alpha and beta data examined here^13^ and in the other study^10^, including differences in FACS sorting/gating (Newport Green staining^10^ vs. paraformaldehyde fixation^13^ of cells) vs. sorting of live cells expressing cell-specific reporters^82^, library preparation, reference transcriptome builds, and pre-processing of sequencing data.

### Open chromatin sites common to αTC1 and βTC6 overlap genetic variants associated with T2D

Sequence variants identified by genome wide association studies (GWAS) are enriched in distal regulatory elements of disease relevant cell types^83–86^. We sought to determine which of these SNP-containing regulatory elements in human islets were evolutionarily functionally preserved in αTC1/βTC6 cells. First, we identified the human-mouse orthologous sequences that overlapped ATAC-seq peaks in αTC1/βTC6 cells and in human islets. Then, we tested if T2D GWAS SNPs were significantly enriched in these evolutionarily conserved and functionally preserved sequences. We used *bnMapper* ^87^ to identify orthologous human sequences corresponding to αTC1/βTC6 ATAC-seq peaks (Fig. 4a; Methods). As expected, sequences overlapping mouse ATAC-seq peaks that lifted over from mm9 to hg19 genomes exhibited significantly higher sequence conservation than those that did not (p < 1e-16, Wilcoxon rank test)(Supplementary Fig. S9; Supplementary Table S2). Among these liftover human sequences, only those overlapping with human islet ATAC-seq peaks were retained. Liftover peaks overlapping bulk islet ATAC-seq peaks showed more extensive sequence conservation (p < 1e-16, Wilcoxon rank test) than non-overlapping peaks. Next, we retrieved all GWAS SNPs from the NHGRI-EBI Catalog (https://www.ebi.ac.uk/gwas/) and determined which disease-associated SNPs were enriched in these liftover/overlapping sites using GREGOR^88^. Among the 636 GWAS traits/diseases tested, only variants associated with ‘fasting glucose related traits’ (p = 2.96 e-04), and ‘fasting plasma glucose’ (p = 6.62 e-05) were significantly enriched in distal βTC6 peaks (Fig. 4b,c; Supplementary Table S10). For example, a SNP associated with fasting plasma glucose (rs4237150) overlapped a βTC6-specific peak occurring within the *GLIS3* locus (Fig. 4d). 

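The mouse peak listed for this locus in Supplementary Table S11 lies in an intron of Glis3 on chromosome 19, from 28744180 to 28745242. It had 25.7 ± 5.54 normalized reads (SD, n = 5) in βTC6 and 1.76 ± 0.376 (SD, n = 5) in αTC1, a log2 fold change of 3.26 (standard error 0.19, adjusted p = 1.13e-11 from limma). One βTC6 library stood apart, at 15.9 normalized reads with the next lowest at 27.7, and leaving out each library in turn kept the log2 fold change between 3.21 and 3.42.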

In a non-obese mouse model for type 1 diabetes, SNPs in *Glis3* have been associated with increased beta cell unfolded protein response and apoptosis^89^. These findings suggest that this genetic variant is contributing to impaired fasting glucose and pre-diabetic traits through altered beta cell activity, which is also reflected in the βTC6 cell line. Although not significant (p = 0.269, Wilcoxon rank test), overlapping ATAC-seq peaks mapping to GWAS SNPs exhibited a trend of higher sequence conservation compared to peaks not overlapping GWAS SNPs.

**Figure 4:**
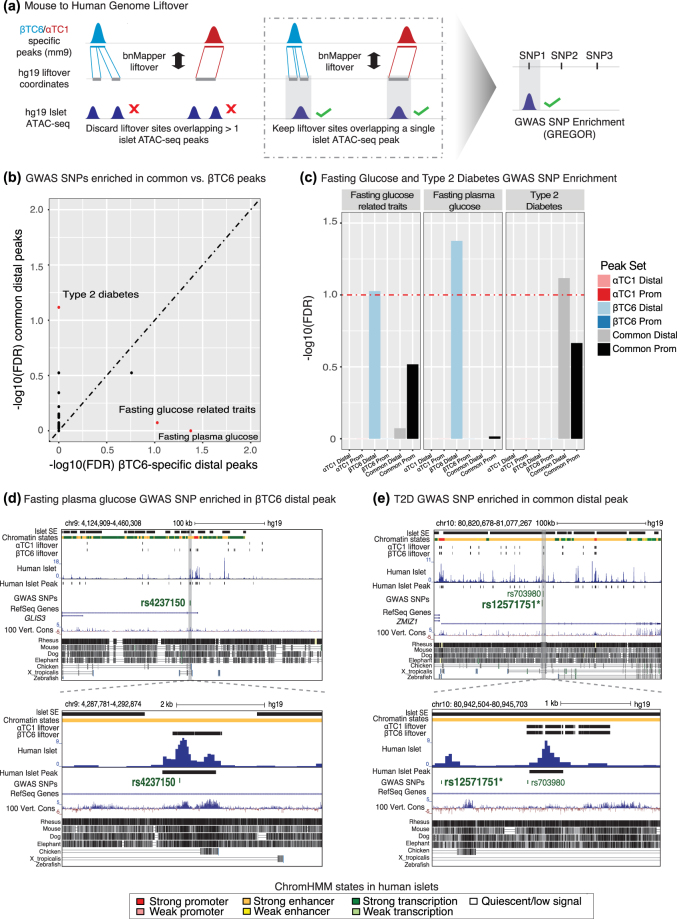
Common open chromatin sites in αTC1 and βTC6 demonstrate robust enrichment for T2D GWAS SNPs. (**a**) Cartoon schematic detailing the liftover analysis conducted from mouse genome (mm9) to human genome (hg19) using *bnMapper* and SNP enrichment analysis using *GREGOR* (Methods). (**b**) Scatterplot illustrating the false discovery rate (FDR) adjusted p-value enrichment scores for each category of GWAS SNPs in common distal peaks (y-axis) and βTC6-specific distal peaks (x-axis). Names of the GWAS categories that passed significance threshold (FDR < 10%) are displayed on the plot and the points for these categories are represented in red. (**c**) Barplots of FDR enrichment scores of GWAS SNPs for T2D and fasting glucose categories in each peak set. Horizontal dashed red line indicates an FDR threshold of 10%. (**d**) UCSC genome browser view of a βTC6-specific distal peak at *GLIS3* directly overlapping rs4237150, a GWAS SNP associated with fasting plasma glucose levels. (**e**) UCSC genome browser view of a common distal peak at the *ZMIZ1* locus overlapping a SNP that is in LD with a T2D associated SNP (rs12571751; indicated by bold and asterisk). Human islet stretch enhancer (SE) and chromatin state information were obtained from Parker et al.^85^. 100 Vertebrates Basewise Conservation by Phylop and MultiZ Alignments of 100 Vertebrates tracks are provided to illustrate the sequence conservation for the highlighted ATAC-seq peaks between human, mouse, and other species.

Distal peaks shared by both cell types were the most enriched in SNPs associated with T2D (p = 1.20 e-04), suggesting that T2D SNPs may alter both alpha and beta cell transcriptional regulation through these loci. For example, an intronic region of *ZMIZ1* gene was accessible both in human islets and αTC1/βTC6 cells and harbored the T2D index SNP (Fig. 4e, rs1251751). 

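The mouse peak of this locus in Supplementary Table S11 spans 26374156 to 26375204 on chromosome 14. Its normalized read count was 29.4 ± 4.95 (SD, n = 5) in αTC1 and 33.9 ± 6.27 (SD, n = 5) in βTC6. The log2 fold change was 0.20 (standard error 0.13, adjusted p = 0.169 from limma). Over the alternatives, in limma or edgeR, the adjusted p ran from 0.00234 to 0.574, and it was lowest with quantile normalization, where the log2 fold change was 0.47. It was also under 0.05 without αTC1 replicate 5, and no setting took the peak past the fold-change threshold. Of all peaks on chromosome 14, 92.0% had a log2 fold change above 0.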

Perturbation of *ZMIZ1* activity has been recently associated with altered insulin secretion/exocytosis^90^. This locus also coincided with a human islet stretch enhancer (SE) suggesting that the SNP rs12571751 may alter activity of this islet-specific transcriptional enhancer. Furthermore, the risk allele of the overlapping SNP (rs703977) in LD with rs1251751 was conserved in αTC1/βTC6 sequences (Supplementary Table S11), suggesting this may be a relevant target for experimental manipulation in these cell lines. Together, these findings suggest that a subset of T2D SNPs may impact both alpha and beta cell regulation and delineate the regulatory site(s) for which (epi)genome editing in αTC1/βTC6 should provide important insights into the molecular genetics of T2D.

## Discussion

In this study, we performed the first integrative transcriptomic and epigenomic analysis of αTC1 and βTC6 alpha and beta cell-derived cell lines to define their transcriptional regulatory elements and compare it to that of primary islet alpha and beta cell types. This approach revealed to what extent these profiles overlaps with their corresponding mouse and human primary islet cell types. The insights gleaned from these analyses highlight important areas of utility and limitation of these cell models in studying the molecular genetics of islet cell function. Moreover, the epigenome and transcriptome maps generated represent an important resource to guide data-driven approaches for future experimentation in them.

ATAC-seq epigenome profiling suggests that the βTC6 epigenome is shaped by TFs such as Nkx6-1 and Pdx1 similar to primary beta cells^14^ and islets^91,92^ (Supplementary Fig. S10). We also identified a potentially novel TF for islet biology, Lhx2, which is conserved in βTC6 and human beta cell open chromatin landscapes^14^. However, the gene is expressed in βTC6 and not in human beta cells (Supplementary Table S9). 

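Lhx2 (ENSMUSG00000000247) had an FPKM of 5.59 ± 0.0808 (SD, n = 3) in βTC6 and 1.02 ± 0.371 (SD, n = 3) in αTC1. The log2 of its mean CPM plus 1 was 3.83 and 1.35. The log2 fold change was 3.09 (standard error 0.18, adjusted p = 6.59e-07 from edgeR). Under limma on log2(FPKM + 1) it was 1.72, below the fold-change threshold.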

Further investigation of the Lhx2 motif consensus sequence revealed strong resemblance to other homeobox factors (e.g. Pdx1, Nkx6-1, Isl1)(Supplementary Fig. S11) suggesting that enrichment of βTC6 specific peaks for the Lhx2 motif may be reflecting an enrichment of homeobox-associated factors. Further study of Lhx2 could elucidate whether this factor plays a regulatory role in islets. In human studies, binding sites for ISL1 and RFX5 were enriched in alpha cells^14^, whereas we observed these motifs to be more accessible in βTC6 cells. Notably, Isl1 has been implicated both in beta cell development via regulation of *Pdx1* and *Slc2a2* ^41^ and in alpha cell development via activation of *Arx* transcription^93^. Rfx5 was more enriched in βTC6 DA peaks, consistent with reported Rfx family factor roles in beta cell differentiation and insulin secretion^44,94^.

Although position weight matrices (PWM) are missing for well-established alpha cell TFs such as Arx and therefore could not be included in this study, ATAC-seq profiles of αTC1, primary alpha, and islets were strikingly similar at this locus (Supplementary Fig. S10). Despite the missing PWM information, we validated the enrichment of Fox family TFs, (Fox:Ebox dimer, Foxa2, Foxo1, and Foxp1), which are implicated in regulation of alpha cell development and function^47^, in αTC1-specific DA peaks. This contrasts with a recent report describing enrichment of TFAP4/AP4 and FOX sequence motifs in both human alpha/beta open chromatin regions^14^, and could represent mouse-human differences similar to those reported for *Six* and *Maf* transcription factor expression^78,79^. Indeed, expression of *Tfap4/Ap4* was higher in primary mouse and βTC6/αTC1 cells (average log_2_ CPM > 2) in comparison to that of human primary beta (average log_2_ CPM ~ 1.5) and alpha (average log_2_ CPM ~ 0.8) cells (Supplementary Table S9). 

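Tfap4 (ENSMUSG00000005718) had a log2 of its mean CPM plus 1 of 4.43 in αTC1 and 3.65 in βTC6, from between 242 and 556 counts per library. It was lower in βTC6, with a log2 fold change of -0.83 (standard error 0.14, adjusted p = 0.000412 from edgeR).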

Further study of these cell-specific TFs with unknown islet functions, and the potential species differences, may provide greater understanding of beta and alpha cell developmental programs.

Through αTC1/βTC6 cell mixing experiments, we found that ATAC-seq profiles were able to capture the majority of ( > 50%) cell signature open chromatin sites when αTC1 or βTC6 comprised ~20% of the total mixture. Moreover, chromatin accessibility of these signature peaks in the mixtures was proportional to the corresponding cell’s relative proportion in the mixture. 

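To test depth, the recovered reads of each mixture were drawn at random down to fixed totals and the proportions estimated again with the same signature. With 3000000 reads in peaks per mixture the Pearson r across the 9 mixtures was 0.995 and the mean absolute error 6.43 percentage points. At 300000 reads these were 0.995 and 6.05 points, at 100000 reads 0.993 and 7.11 points, and at 30000 reads 0.986 and 9.22 points. Each total was drawn once, and these correlations describe the thinned libraries and not new ones.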

Estimation of relative cell proportions appears to be robust over a range of sequencing depths in the mixture samples (Supplementary Fig. S12), as long as signature peaks are established in each purified population. Human islets are heterogeneous tissues that on average consist of ~55% beta, ~35% alpha, < 10% delta, and up to a few percent of PP/gamma cells^13,95,96^. Thus, our initial cell line mixture findings suggest that ATAC-seq profiles of whole human islets^97^ should effectively detect open chromatin signatures for both beta and alpha cells, but are likely missing those of less abundant delta and PP/gamma cells. We also observed that by increasing the sequencing depth one can increase the proportion of cell-specific regulatory elements detected in ATAC-seq profiles from cell mixtures. Therefore, if the cell of interest constitutes a small proportion of the mixture that will be sampled, increasing the sequencing depth could enable detecting regulatory elements specific to this cell type.

Predicting cell type proportions in whole islets based on ATAC-seq signatures from primary human alpha and beta was moderately successful, considering the factors that may confound the data and analyses. First, ATAC-seq profiles of other islet endocrine cell types (e.g. delta, gamma/PP) have not been determined, limiting the ability to estimate their proportions in islets. Second, and perhaps related, the beta cell proportion was consistently overestimated (Supplementary Fig. S5). We hypothesize that this may be due to contributions of other cell types (e.g., delta cells) contaminating the FACS-enriched beta cells to the ATAC-seq profiles attributed as “pure beta”. In support of this, beta cell type composition was most overestimated in Islets P2 and P7, which have larger proportions of non-alpha/non-beta cell types. Third, actual cell proportions were determined based on counts from single cell transcriptomes from only a few hundred cells. These counts therefore may not accurately reflect the true cell proportions of each bulk islet sample consisting of millions of cells. Taken together, these results suggest that despite several caveats in data availability it is feasible to accurately deconvolute bulk islet cell compositions using purified cell ATAC-seq profiles. We expect that ATAC-seq profiles of additional purified islet endocrine and contaminating exocrine cell types from islet preparations will yield dramatically improved cell composition estimates from whole islet samples. These improvements, combined with sectioning and immunohistochemistry staining of multiple sections from distinct regions of the pancreas, may be necessary to obtain more accurate estimates of each islet cell type proportion.

Integrative analysis revealed that βTC6/αTC1 transcriptomes largely resembled transcriptomes of corresponding mouse beta/alpha primary cells, respectively, but also highlighted important differences between cell lines and primary cells at multiple loci. Pathway analyses suggest that, unlike their primary cell counterparts, cell line transcriptomes were enriched for transcripts associated with cell proliferative processes. Closer inspection also revealed several enriched genes in human/mouse alpha cells that were otherwise undetected in αTC1 transcriptomes. This suggests that although these cell line transcriptomes broadly resemble their primary cell counterparts, specific islet cell expression programs may not be adequately conserved in these cell lines.

GWAS have implicated SNPs in over 150 genomic loci that contribute to T2D risk and related quantitative measures of islet (dys)function^1,98–100^. Integrative analyses of islet epigenomic and GWAS SNPs have demonstrated that these SNPs are enriched in islet regulatory elements^14,85,92^. These studies have also suggested that genetic disruption of islet transcriptional regulatory control contribute to islet dysfunction and decreased insulin secretion, which are T2D hallmarks. Similar to observations in human alpha and beta cells^14^, we find that T2D SNP-containing (orthologous) sequences have regulatory potential in both βTC6 and αTC1. Together, these datasets suggest that T2D-associated genetic variants may affect both alpha and beta cells and delineate the sites for which CRISPR/Cas9 (epi)genomic manipulation in these cell lines may provide mechanistic insights into the molecular genetics of T2D that will translate between these cell models and human islets.

In summary, we have elucidated the transcriptional and epigenetic landscapes of αTC1 and βTC6 mouse islet cell lines. Cell mixing experiments suggest that existing human islet epigenome profiles capture alpha and beta cell regulatory elements but may not represent those active in less abundant delta and PP/gamma cell types. Furthermore, these analyses suggest that estimation of bulk islet cell compositions using primary cell ATAC-seq profiles is feasible, particularly once the epigenomes of each islet cell type are defined. Overall, these analyses document important similarities between these cell lines and their primary islet counterparts, including evidence of common regulatory element use and putative TF binding motif enrichments, but also highlight significant differences at multiple loci. The data and analyses from this study should serve as a useful resource and tool for individual investigators to determine the utility of these cell lines to study their specific regulatory elements, genes, and pathways of interest and relevant to islet cell identity, function, and diabetes.

## Methods

### Cell Culture

alpha TC1 clone 6 (αTC1) (ATCC® CRL-2934™) and beta-TC-6 (βTC6) (ATCC® CRL-11506™) were purchased from American Type Culture Collection (ATCC) Manassas, VA. αTC1 cells were cultured in Dulbecco’s Modified Eagle’s Medium (Gibco 11885-076) supplemented with 10% heat-inactivated fetal bovine serum (Seradigm), 15 mM HEPES (Gibco), 0.1 mM non-essential amino acids (Gibco), 0.02% bovine serum albumin (Sigma), 2 g/L glucose at 37 C and 5% CO2. βTC6 cells were cultured in Dulbecco’s Modified Eagle’s Medium (Gibco 11965-084) supplemented with 15% heat-inactivated fetal bovine serum (Seradigm) and 10% sodium pyruvate (Gibco) at 37 C and 5% CO2.

### ATAC-seq

αTC1 and βTC6 cells were counted and mixed in 10% increments to create mixture samples consisting of 100,000 total cells (i.e. 90,000 βTC6 and 10,000 αTC1). In addition, five replicates of 100,000 pure αTC1 and βTC6 cells were processed as controls. ATAC-seq libraries for all samples were prepared as previously described^35^ and sequenced on an Illumina NextSeq 500 with 2 × 75 bp cycles to a mean depth of ~100 million reads (Supplementary Table S1). Paired-end ATAC-seq reads were quality trimmed using *Trimmomatic* version 0.32^101^ and parameters “TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36”. Trimmed reads were aligned to mouse genome (mm9) using BWA version 0.7.9a^102^, specifically using the bwa mem –M option. Duplicate reads were removed using “MarkDuplicates” from *Picard-tools* version 1.95^103^. After preprocessing and quality filtering, peaks were called on alignments with *MACS* version 2.1.0^104^ using the parameters “-g ‘mm’–nomodel -f BAMPE -q 0.01”. The peak sets from all samples were merged to generate one consensus peak set (N = 65,053) by using R package *DiffBind_2.2.5* ^105^. Peaks only present in at least two samples were included in the analysis. Raw read counts were normalized using the effective library size (total number of reads in consensus peaks) and using the trimmed mean of M-values normalization method (TMM). Consensus peaks were annotated using *HOMER* version 4.6^36^ and were classified into two groups i) distal peaks (peaks whose distance to a gene TSS is >2 kb) and ii) promoter peaks (peaks whose distance to TSS is <2 kb). Spearman rank-order correlation was calculated for all pure and mixture samples using consensus peaks with *deepTools* version 2.4.2^106^.

### RNA-seq

Total RNA was extracted and purified from three αTC1 and three βTC6 samples using Trizol (Life Technologies) according to the manufacturer’s instructions, ERCC spike ins (Life Technologies) were added and library prepared using the Kapa Biosystems KAPA stranded mRNA-seq kit according to the manufacturer’s instructions. All sequencing was performed on an Illumina NextSeq 500 with 2 × 100 bp cycles. RNA libraries were sequenced to an average depth of 60 million reads (Supplementary Table S1). Paired-end RNA-seq reads with Phred quality scores < 30 and adaptor sequences were removed using *Trim Galore!* version 0.40^107^ and reads with < 50 bp after trimming were discarded. Trimmed reads were aligned to mouse genome (mm9) using *Bowtie 2* version 2.23^108^ with default parameters and expression levels of all genes were determined using *RSEM* version 1.2.12^109^ with default parameters and reference transcript annotations (NCBI37/mm9, Ensembl v67). A total of 24,531 protein-coding genes and long intergenic non-coding RNAs (lincRNAs) were considered in the study.

### Differential Expression and Peak Analyses

Differential gene expression analysis was performed using R package *edgeR_3.16.5* ^110^ to identify genes enriched in αTC1 and βTC6 cells. Prior to analysis, gene expression counts were normalized using ERCC spike-in controls with R package *RUVSeq_1.8.0* ^111^. A total of 12,234 genes with FPKM ≥ 1 in all three βTC6 or αTC1 replicates were considered in the analysis. Genes with FDR < 5% and absolute log_2_ fold change > 2 were considered differentially expressed. Differential analysis of consensus ATAC-seq peaks was also performed using *edgeR_3.16.5* to identify those that are differentially accessible between αTC1 and βTC6 cells. We considered peaks with FDR < 5% and absolute log_2_ fold change of the normalized read counts > 2 as differentially accessible (DA).

### Pathway Analysis

“findGo.pl” (*HOMER*) script was used to identify enrichment of mouse Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in αTC1 and βTC6-specific genes. *HOMER* enrichment p-values were adjusted using the Benjamini-Hochberg procedure and pathways with FDR < 1% were regarded as significant.

### Motif Enrichment Analysis

“findMotifsGenome.pl” (*HOMER*) script with parameters “mm9 -size 200” was used to determine TF motifs enriched in αTC1 and βTC6 DA peaks. In each analysis, non-cell-specific peaks were provided as background (e.g. αTC1 DA peaks (target) vs. non-cell-specific peaks (background)). In order to identify motifs of expressed TFs enriched in each cell type, we solely considered motifs of expressed (FPKM > 1) TF genes.

### Determination of Chromatin Signatures and Estimation of Cellular Proportions

We used the analytical tool, *CIBERSORT* ^54^, available at https://cibersort.stanford.edu, to identify signature peaks and estimate the proportions of αTC1 and βTC6 cells in the mixture samples. From consensus peaks of pure αTC1 and βTC6 cells (3 replicates each), *CIBERSORT* selects signature peaks that are the most significantly differentially accessible between cell types using a two-sided unequal variance *t*-test. Then, a signature matrix is generated by calculating the median of the normalized read counts for signature peaks. With the signature matrix, *CIBERSORT* estimates the proportion of each cell type in the mixture samples using a linear model and assuming that the read counts of signature peaks in the mixture are the sums of signature peaks weighted by the unknown proportion of each cell type in the mixture. ATAC-seq cell mixtures were down-sampled to 25, 15, 5, and 1 million read depth intervals using *SAMtools* ^112^ version 1.5 and cell type proportions were estimated.

### Estimation of Bulk Islet Cell Type Proportions

Raw sequence data for primary human beta and alpha (n = 3 each) ATAC-seq profiles^14^ were obtained and processed in the same manner as described in this study. *CIBERSORT* was used to derive alpha and beta signature peaks and quantify cell type proportions for seven islets (sample identifiers correspond to islet donor names in^4^; Supplementary Table S4).

### Comparison of Human and Mouse Primary Islet Cell Transcriptomes with those of αTC1/βTC6

Processed raw count gene expression data were obtained for primary mouse^77^ and human^13,14^ islet cells. Differential gene expression analyses were performed using R package *edgeR_3.16.5* to identify genes enriched in primary alpha and beta cells of each dataset at FDR < 5%. Prior to identifying overlapping genes between each dataset, human and mouse orthologues were identified using the Mouse Genome Informatics database (http://www.informatics.jax.org). Venn diagrams were constructed using the R package *Vennerable_3.1.0.9000* ^113^ and genes that existed in all three datasets (primary mouse islet, primary human islet, and mouse islet cell line). We tested the significance of overlap of genes enriched in αTC1/βTC6 cells and mouse/human alpha/beta cells using a Fisher’s exact test. Prior to hierarchical clustering, batch effects between datasets were removed using ComBat in the Bioconductor package sva_3.24.4.

### Genome Lift-over, SNP LD-Pruning, and GWAS SNP Enrichment Analysis

αTC1 and βTC6 cell-specific promoter and distal peaks were converted from mm9 genome coordinates to hg19 genome coordinates using *bnMapper* ^87^, a one-to-one nucleotide cross species mapper to identify evolutionary conserved sequences between two genomes. At times, the lift-over from mouse genomic coordinates would result in several non-contiguous human genomic coordinates (Supplementary Table S12). To merge non-contiguous coordinates and ensure that we were only using uniquely mapping and contiguous human lift-over coordinates, we overlapped the resulting lift-over coordinates with bulk islet open chromatin sites (n = 69,261) (ATAC-seq) generated from 14 non-diabetic islets (Khetan *et al*. in preparation) (Supplementary Table S13). Only the coordinates that overlapped a unique human islet open chromatin site were used for downstream analysis. Lists of reference SNP identifiers were obtained from the NHGRI-EBI Catalog of SNPs (https://www.ebi.ac.uk/gwas/; accessed on January 19th, 2017) for 636 disease categories. For each disease category, GWAS SNPs were pruned using PLINK version 1.9^114^ and parameters “–maf 0.05–clump–clump-p1 0.0001–clump-p2 0.01–clump-r2 0.2–clump-kb 1000” to ensure that each variant haplotype was tested only once during the enrichment analysis. For each SNP pair in linkage disequilibrium (LD) (R^2^ > 0.2) the SNP with the least significant p-value was discarded. Enrichment of LD-pruned GWAS SNPs within the unique overlapping islet ATAC-seq peaks was performed using *GREGOR* version 1.4.0^88^. PhastCons sequence conservation scores were obtained from ftp://hgdownload.cse.ucsc.edu/goldenPath/mm9/phastCons30way/vertebrate and average scores were calculated in all mouse cell line consensus peaks.

### Data Availability

Raw sequence data generated and analyzed during this study are available in NCBI Sequence Read Archive repository (SRA; http://www.ncbi.nlm.nih.gov/sra) under accession number SRP108440 and BioProject repository (https://www.ncbi.nlm.nih.gov/bioproject/) under accession number PRJNA388786. Processed data generated and analyzed during this study are available in the Gene Expression Omnibus repository (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE99954.

## Electronic supplementary material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

Supplementary Table S10

Supplementary Table S11

Supplementary Table S12

Supplementary Table S13

# Supplementary material for: Alpha TC1 and Beta-TC-6 genomic profiling uncovers both shared and distinct transcriptional regulatory features with their primary islet counterparts
**Source:** Sci Rep. 2017 Sep 20;7:11959. doi: 10.1038/s41598-017-12335-1
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information - Alpha TC1 and Beta-TC-6 genomic profiling uncovers both shared and distinct transcriptional regulatory features with their primary islet counterparts**

Nathan Lawlor, Ahrim Youn, Romy Kursawe, Duygu Ucar, Michael L. Stitzel

**Supplementary Figure S1:** Hierarchical clustering (a) and principal component analysis (b) (PCA) of aTC1 (red) and bTC6 (blue) epigenomes using all consensus peaks (N = 65,053) separates samples by cell type.

**Supplementary Figure S2:** Spearman rank correlation of all pure aTC1/bTC6 and mixture ATAC-seq libraries in consensus peak regions (N = 65,053). Numbers indicate the proportion of aTC1 in the sample. The heatmap demonstrates that samples with similar cell type proportions have a more positive correlation.

**Supplementary Figure S3:** Average peak intensity (TMM normalized read counts) of (a) aTC1 differentially accessible (DA) and signature peaks and (b) bTC6 peaks demonstrate a monotonic relationship with cell type proportion in the mixture. Average raw read counts of (c) aTC1 DA and signature peaks and (d) bTC6 peaks do not demonstrate a monotonic relationship with cell type proportion in the mixture. All panels highlight that signature peaks (orange) possess higher average peak intensity and read counts in comparison to DA peaks (black).

**Supplementary Figure S4:** Dimension reduction of mixture sample epigenomes using differentially accessible (DA) peaks, but not all consensus peaks separates mixtures by their respective cell type proportions. (a) t-SNE (t-distributed stochastic neighbor embedding) of mixture samples using signature peaks reveals t-SNE 1 to be associated with sample library size. t-SNE using all DA peaks (b), however, not all consensus peaks (c) separates mixture samples by cell type composition.

**Supplementary Figure S5**: Deconvolution of bulk islet cell proportions using purified alpha and beta cell ATAC-seq profiles. Cell type counts are obtained from Lawlor et al. 2016 (y-axis) and compared against estimated cell type proportions with CIBERSORT (x-axis). Point labels (e.g. P2, P3) correspond to islet donor names as denoted in Lawlor et al. 2016.

**Supplementary Figure S6:** Hierarchical clustering (a) and principal component analysis (b) (PCA) of aTC1 (red) and bTC6 (blue) transcriptomes using all detected genes (N = 12,234) separates samples by cell type.

**Supplementary Figure S7:** αTC1 and βTC6 specific peaks map to differentially expressed genes. Pie charts indicate the proportion of (a) αTC1, (b) βTC6, or (c) common peaks that show differential expression at the same locus in αTC1 (red), βTC6 (blue), or neither (grey) cell types. An asterisk “*” indicates Fisher’s exact test p-value < 1 e-16.

**Supplementary Figure S8:** Overlap of genes enriched in primary islet alpha and beta cells in mouse (DiGruccio et al. 2016) and human(Blodgett et al. 2015) islets and αTC1/βTC6 cell lines. Venn diagrams were constructed using the subset of genes that existed in all three datasets (primary mouse islet, primary human islet, and mouse islet cell line).

**Supplementary Figure S9:** βTC6/αTC1 ATAC-seq peaks that map to GWAS SNPs are highly conserved. Boxplots of average PhastCons sequence conservation scores for (a) liftover peaks vs. non-liftover peaks, (b) liftover peaks overlapping islet ATAC-seq peaks vs. non-overlapping peaks, (c) overlapping peaks mapping to T2D associated GWAS SNPs vs. non-GWAS peaks. Wilcoxon rank test p-values are provided for each comparison.

**Supplementary Figure S10:** Bulk islet, human primary, and mouse cell line open chromatin landscapes are conserved at *Arx* and *Pdx1* loci. UCSC genome browser views of ATAC-seq profiles at *Arx* in (a) human islets (black), human alpha (red), human beta (blue) and (b) mouse αTC1 (red), βTC6 (blue). Similar views are provided for *Pdx1* in (c) – (d). Peaks highlighted in grey boxes liftover between human and mouse genomes.

**
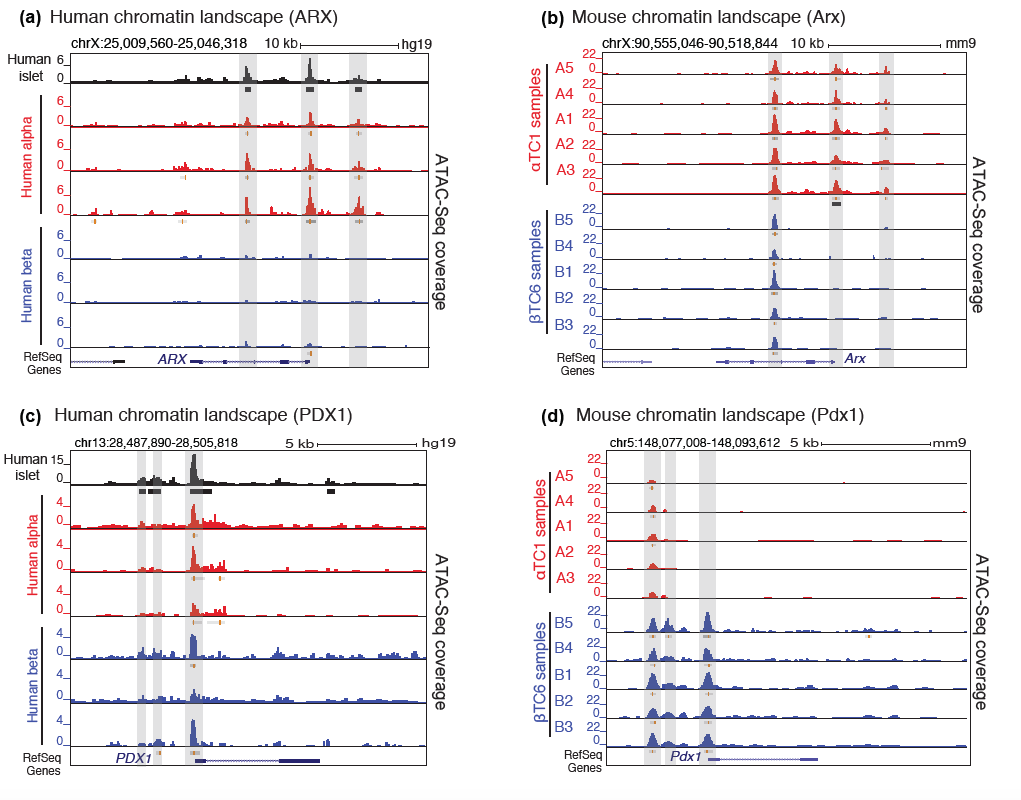
**

**Supplementary Figure S11:** Homeobox associated transcription factors (TF) share similar sequence motifs. List of TF motifs enriched in βTC6 (blue) or αTC1 (red) specific peaks highlighted in Fig. 1e.

**Supplementary Figure S12:** Sequencing depth of ATAC-seq mixtures does not influence the accuracy of cell proportion estimates.Estimated (y-axis) vs. true (x-axis) proportions of βTC6 after downsampling mixture ATAC-seq samples to 25, 15, 5, and 1 million reads. Empiric indicates data prior to downsampling.

# Supplementary material for: Alpha TC1 and Beta-TC-6 genomic profiling uncovers both shared and distinct transcriptional regulatory features with their primary islet counterparts
**Source:** Sci Rep. 2017 Sep 20;7:11959. doi: 10.1038/s41598-017-12335-1
**Supplement:** Supplementary file 8 — Supplementary Table S7

**Supplementary Table S7:** Evaluating the statistical significance of the overlaps of genes upregulated in aTC1/bTC6 cell lines, and those in mouse/human primary alpha/beta cells using a Fisher’s exact test.

1. Mouse cell line vs. Mouse islet (Total number of genes existing in both datasets=9923)

|  | aTC1 | aTC1C |
| --- | --- | --- |
| Mouse alpha | 1188 | 1225 |
| Mouse alphaC | 2298 | 5212 |

P-value for overlap between aTC1 and mouse alpha=0

|  | bTC6 | bTC6C |
| --- | --- | --- |
| Mouse beta | 1393 | 983 |
| Mouse betaC | 2496 | 5051 |

P-value for overlap between bTC6 and mouse beta=0

2. Mouse cell line vs. Human islet (Total number of gene existing in both datasets=8839)

|  | aTC1 | aTC1C |
| --- | --- | --- |
| Human alpha | 184 | 396 |
| Human alphaC | 2947 | 5312 |

P-value for overlap between aTC1 and human alpha=0.98

|  | bTC6 | bTC6C |
| --- | --- | --- |
| Human beta | 244 | 248 |
| Human betaC | 3182 | 5165 |

P-value for overlap between bTC6 and human beta=3.3e-07

3. Mouse islet vs. Human islet (Total number of gene existing in both datasets=8778)

|  | Mouse alpha | Mouse alphaC |
| --- | --- | --- |
| Human alpha | 220 | 348 |
| Human alphaC | 1813 | 6397 |

P-value for overlap between mouse alpha and human alpha=0

|  | Mouse beta | Mouse betaC |
| --- | --- | --- |
| Human beta | 193 | 292 |
| Human betaC | 1933 | 6360 |

P-value for overlap between mouse beta and human beta=3.77e-15

**Table Legend:**

aTC1 : genes upregulated in aTC1 compared to bTC6

aTC1C: complement of aTC1 (genes that are not in aTC1)

bTC6 : genes up-regulated in bTC6 compared to aTC1

bTC6C: complement of bTC6 (genes that are not in bTC6)

Mouse alpha : genes upregulated in mouse alpha cells compared to beta cells

Mouse alphaC : complement of mouse alpha (genes that are not in mouse alpha)

Mouse beta : genes up-regulated in mouse beta cells compared to alpha cells

Mouse betaC : complement of mouse beta (genes that are not in mouse beta)

Human alpha : genes up-regulated in human alpha cells compared to alpha cells

Human alphaC : complement of human alpha (genes that are not in human alpha)

Human beta : genes up-regulated in human beta cells compared to alpha cells

Human betaC : complement of human beta (genes that are not in human beta)

How the deposited data were processed for this re-analysis (not part of the article)

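The data are ATAC-seq libraries from 5 replicates each of αTC1 and βTC6 cells and from 9 mixtures of them, and RNA-seq libraries from 3 replicates of each line. The paper does not say whether replicates came from separate cultures, so the spread between them may be smaller than that between cultures. Human islet data, primary mouse cells, the overlap with genetic association signals, pathway enrichment and t-SNE were not analysed here. Results for some genes the paper names are not reported here.

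The deposited ATAC-seq signal values are TMM-normalized read counts: the authors trimmed reads with Trimmomatic, aligned them to mm9 with BWA, removed duplicates with Picard, called peaks per library with MACS, formed consensus peaks with DiffBind, counted reads per peak and scaled each library by its effective size. Whole reads were recovered by dividing the values of a library by its lowest value, and 100% of the values were whole multiples of it. The deposited RNA-seq expected counts were made by the authors with Trim Galore, Bowtie 2 and RSEM on Ensembl transcripts. The FPKM values were computed by the authors in the same RSEM run and deposited with 2 decimals. Each column of sample values was matched to a library, with 0 columns left over.

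Reads in consensus peaks had a median of 6287591 over the mixtures, next to the totals given for the pure libraries at their claims. The floor of detection was 3 reads or counts. In the RNA-seq library with the lowest total, αTC1 replicate 1, it corresponds to 1.37e-05% of the expected counts. Wilson intervals of detected shares cover counting error only, not the difference between replicates.

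Peaks were tested with limma 3.58.1 (lmFit, then eBayes with trend) in R 4.3.3 on log2 of the normalized read count plus 1. Genes were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) on expected counts rounded to whole numbers, with TMM normalization, among genes with FPKM of at least 1 in all replicates of either line. Both used a Benjamini-Hochberg FDR under 5% and an absolute log2 fold change over 2. All log2 fold changes are βTC6 over αTC1. The standard error of a peak's log2 fold change is limma's moderated one, and that of a gene is the absolute log2 fold change divided by the square root of edgeR's F statistic. On simulated tables with 200 changed features and a log2 change of 3, limma called 193 of the changed peaks and 0 of the unchanged ones. The median log2 change limma found in the changed peaks was 2.63, so the pseudocount scale shrank it. On the same peaks edgeR called 200 and found 2.97. Among genes, edgeR called 200 of the changed ones and 0 of the unchanged ones. Only features with enough expected reads were changed, and the spread between libraries was a set value. The 0 false calls therefore need not hold for the real libraries. DESeq2 1.42.0 was run on the rounded expected counts as an alternative.

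Everything else was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and statsmodels 0.14.6, and drawn with matplotlib 3.10.9. Peaks were joined to genes through GENCODE vM1 on mm9, whereas the authors counted on Ensembl transcripts of the same build, and 67 gene identifiers of the RNA-seq tables are absent from it. A peak is called a promoter peak within 2 kb of a transcription start site. Motif consensus sequences were taken from the motif names in Supplementary Table S3 and matched exactly, without the position weights that HOMER uses. For the deconvolution, ν was 0.25, 0.5 or 0.75, whichever left the lowest error in a mixture. Correlations across mixtures have exact permutation tests, and those over more libraries use 100000 resamples.

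Most genes were named by rules set before the values were seen. These rules took each gene the paper names for expression in these lines and genes in runs of peaks closed in one line. Also taken were the 5 called genes with the largest change in each direction. These needed FPKM of at least 5 in all replicates of the higher line. The hormone genes, found by looking through the data, the delta-cell genes and Rgs9 lay outside these rules. Peaks were those in the windows of the paper's locus panels, those of the GLIS3 and ZMIZ1 loci in Supplementary Table S11, and the 5 with the largest moderated t-statistic in each direction. The chromosome 2 peak was found by looking through the data, outside these choices. A search for runs of closed peaks was planned because the paper's supplement gives Prkar1a, Wipi1 and Abca5 very large fold changes. Lack of signal over a whole stretch was to point to lost DNA rather than regulation. The planned search found no run, and the chromosome 11 stretch with these genes was then found by looking through the data. The processing groups were read from Supplementary Table S1. Alternatives covered the pseudocount, filters, normalization, tests, a covariate or block, the choice and number of signature peaks, the definition of detection, the pairing of peaks with genes, and leaving out each library.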

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

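The tests of DNA loss and of processing group for the chromosome 11 stretch were chosen only after that result was seen, and the other tests in this part before their results were seen.

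In 3 of the 44 groups of libraries examined for peaks named here, one library lay far from the others, where 2.2 such groups are expected by chance. The αTC1 peak at chromosome 1 37178786 had 114 normalized reads in one library and 97.1 in the nearest other. The βTC6 peak at chromosome 19 28744180, in Glis3, had 15.9 against 27.7. The peak at chromosome 6 34658506 had 11.3 against 9.95 in βTC6. The number of such groups is near that given by chance, and no explanation was tested for single libraries.

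On chromosome 11, 54 consecutive peaks from 109037675 to 111177459 carried no αTC1 signal, a stretch the paper does not discuss as a whole. All 270 αTC1 values in it stood at 1 read, whereas the βTC6 values averaged 17.5 normalized reads. The second longest run of peaks without αTC1 signal held 29 peaks, and the longest without βTC6 signal held 29. The flanking peaks are 2.53 Mb apart, and the stretch holds 22 genes, of which 11 were called higher in βTC6, among them Prkar1a, Wipi1 and Abca5. Their expected counts summed to 16 over the αTC1 libraries and to 156991 over the βTC6 libraries. All 5 αTC1 libraries lacked signal over the whole stretch, so it was present in both processing groups. Of the 8318 peaks elsewhere that were as open in βTC6 and called more open there, 0.721% had all αTC1 libraries at 1 read, which goes against ordinary closing of chromatin as the source. Loss of the DNA in αTC1 cells was set to require that no gene of the stretch exceed 3 counts in an αTC1 library, and 1 gene did: Rgs9, with 2, 4 and 4 counts, against 2826, 2024 and 2012 in βTC6. By that criterion DNA loss did not pass, but the criterion was set after the stretch had been seen and was missed by a single count. A loss of DNA carried by most but not all αTC1 cells should leave more counts at genes with higher expression. Prkar1a had 0, 0 and 1 αTC1 counts against 36483, 40365 and 28663 in βTC6, and Gna13, Amz2, Wipi1 and Abca5 had none. The few other αTC1 counts lay at Gm11696, Slc16a6 and Abca8b, all lower than Rgs9 in βTC6. These counts argue against such a partial loss, if αTC1 cells with the DNA expressed these genes as βTC6 cells do. Reads misplaced from elsewhere could leave the Rgs9 counts under a complete loss. That was not tested, so the origin of the stretch stays open.

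The median log2 fold change over the 2830 peaks of chromosome 14 was 1.54, against -0.06 over all other chromosomes. There, 35.5% of the peaks were called more open in βTC6, and 11.9% elsewhere. The median was at least 1.49 in each processing group and 1.64 over peaks with at least 10 normalized reads in either line. Peaks of other chromosomes with the same GC content had a median of 0.088. Over promoter peaks the shift was smaller, with a chromosome 14 median of 0.80. On the other chromosomes the promoter medians ran from -1.10 (chromosome 6) to 0.13 (X). A copy number of chromosome 14 that differs between the lines should also raise expression, and the median over its genes in the RNA-seq data was 1.20, the highest of all chromosomes. Across the 20 chromosomes tested, the medians of the assays had a Pearson r of 0.873 (permutation p = 3.0e-05) and a Spearman rho of 0.684, and r was 0.748 without chromosome 14 (permutation p = 0.00046). A different copy number is therefore a candidate explanation, as a hypothesis, since no DNA was sequenced as such and wide regulation of the chromosome would raise expression as well. Without chromosome 14, 7405 of the peaks called more open in βTC6 remained.

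Of 5 hormone genes looked up outside those the paper discusses, Sst, Iapp and Ppy were expressed in βTC6, and Pyy and Ghrl were near the floor, with mean FPKM of 0.280 and 0.297 there (0.480 for Ghrl in αTC1). Ppy ranged from 3.70 to 50.8 FPKM between the βTC6 libraries. Sst had a mean FPKM of 256 there and no count in αTC1, and was at least 1187-fold higher in βTC6. Iapp had a mean FPKM of 10765 in βTC6 and 0.593 in αTC1. Delta cells among the βTC6 cells were considered as the origin of the Sst transcripts, but of the delta-cell genes Hhex, Rbp4, Lepr and Ghsr, 0 had FPKM of at least 1 in all βTC6 libraries and more than in each αTC1 library. Rbp4 had a mean FPKM of 209.8 in βTC6 and missed this criterion because αTC1 was higher, at 1397, whereas Hhex, Lepr and Ghsr had mean FPKM under 1 in βTC6. A comparison with αTC1 has little bearing on whether the βTC6 samples hold delta cells, so the origin of the Sst transcripts stays open. No biological explanation was tested for Iapp.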

How the results depend on the processing

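Most results, tests and alternatives were set before the data were examined. Alternatives that use the authors' signature peaks or nearest genes, and runs of peaks without a pseudocount, were chosen after seeing the data. All alternatives set beforehand were run. For the changes described here the cause was not tested, except where a value shows it.

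The counts of peaks moved most with the scale. With a pseudocount of 5, the peaks more open in βTC6 fell to 1668 and those in αTC1 to 819, and edgeR on the recovered reads raised them to 13794 and 5739 (quasi-likelihood test) or 13785 and 5731 (likelihood ratio test). All 8409 βTC6 peaks called with limma, and 3500 of its αTC1 peaks, were also called by edgeR's quasi-likelihood test. With each library left out in turn the counts ran from 8151 to 8620 and from 3314 to 3714. With the replicate number as a replicate block they were 8409 and 3502, the same as without it. Replicate numbers shared by the lines need not mark pairs: after the line means were removed, same-numbered libraries had a mean correlation of 0.026 in ATAC-seq and -0.0081 in RNA-seq. Under the other alternatives the counts stayed within 1.5 times their values.

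Depth limits what the fold change can show. For a peak with all libraries of one line at 1 read, the pseudocount sets the size of the fold change, and this bears most on peaks with few reads.

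Expression counts were most sensitive to the filter and to the scale. With every gene that had a count, 2510 genes were higher in βTC6 and 1020 in αTC1, and limma on log2(FPKM + 1) gave 702 and 277. With a replicate block the counts were 1241 and 503 against 1245 and 498 without. Leaving out each library gave from 1226 to 1281 and from 481 to 508, and the rest stayed within 1.5 times.

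Of 832 values for 52 named genes under the alternatives, 818 kept their direction and side of the threshold, 12 became weaker and 0 stronger. The exceptions in direction were those of Tcf12, which was not called: its log2 fold change of 0.11 became -0.038 under limma on log2(FPKM + 0.1) and -0.037 with a pseudocount of 1. All 12 weaker values came from limma on FPKM. Of 379 values for 19 named peaks, 375 were unchanged in this sense and 4 became weaker, all at 2 of the peaks around the one nearest to the Pdx1 promoter, with pseudocount 5 or quantile normalization. The filter on normalized reads left 18 of the 19 peaks.

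The share of variance on the first component rose to 86.7% in ATAC-seq and 95.1% in RNA-seq without scaling, and fell to 62.2% in RNA-seq with all genes. With libraries left out in turn it ran from 65.8% to 67.3% and from 73.4% to 77.2%.

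The mixture results kept their size under each alternative but one. The estimated proportions correlated with the mixed ones at between 0.993 and 0.996 under the other settings and between 0.993 and 0.997 with libraries left out in turn, and the mean absolute error ran from 4.28 to 6.66 points. Detection of βTC6 signature peaks at 20% βTC6 was 100% by the highest library of the other line and 61.0% when 10 normalized reads were required. Each mixture is a single library, so no spread between mixtures of the same composition is known.

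The correlation of expression and accessibility changes depends on which peak stands for a gene. Over all genes it was 0.548 with the mean of a gene's peaks, 0.668 with promoter peaks, 0.465 with pseudocount 5, 0.445 with the authors' nearest gene and 0.419 with that gene, edgeR on both assays and every gene that had a count, 3 changes made together. Over called peaks at called genes these were 0.749, 0.829, 0.721, 0.695 and 0.639. With replicate numbers left out in turn (4 and 5 from ATAC-seq only) the first ran from 0.433 to 0.446 and the second from 0.675 to 0.692. The shares of called peaks at called genes stayed above those of the other peaks in each setting tried, from 17.8% to 46.1% in βTC6 and from 10.3% to 25.0% in αTC1.

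No run of at least 10 consecutive peaks with a log2 fold change past 3 was found, a count of 0 that holds no test. With at least 5 peaks there were 2 runs, with a log2 fold change past 2 there were 7, and with the fold change of mean values without a pseudocount there were 8.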

Differences from the paper's values

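Of 58 values compared, 5 differ, and 0 of the 43 log2 fold changes of genes do.

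Peaks more open in βTC6 numbered 8409 against the paper's 13787, and peaks more open in αTC1 3502 against the paper's 5733. Among the alternatives set before the data were examined, edgeR's likelihood ratio test (13785 and 5731) and quasi-likelihood test (13794 and 5739) on the recovered reads came nearest to the paper's counts. By the margin of 1.5 times used for counts, pseudocount 0.5 (11237 and 4624) and replicates 4 and 5 alone (9280 and 4367) no longer differed, but both stayed well below the paper's counts. Quantile normalization came within the margin for αTC1 (5126) but not for βTC6 (5655). Pseudocount 5, the filter at 10 normalized reads, replicates 1 to 3 alone, the covariate and the replicate block did not. The paper's methods name edgeR, and Supplementary Table S2 has a likelihood ratio column.

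The Pearson r of expression and accessibility changes was 0.440 over all genes against the paper's 0.402, and none of the alternatives set before the data were examined closed the gap. With the authors' nearest gene, edgeR on both assays and every gene that had a count in place of the FPKM filter, 3 changes made together and chosen after seeing the values, it was 0.419, still apart. Over called peaks at called genes r was 0.684 against the paper's 0.634, again with no alternative set beforehand closing the gap. The same 3 changes together gave 0.639. The number of genes in that comparison was 954 against the paper's 1833. The mean of a gene's peaks (954), promoter peaks (484) and pseudocount 5 (407) did not close the gap, and the same 3 changes gave 1764. The authors' nearest gene alone, also chosen after seeing the values, closed none of these gaps (r of 0.445 and 0.695, and 867 genes). The other 2 changes were not tried singly for these values.

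Counts and percentages were taken to differ when more than 1.5 times apart, and log2 fold changes and correlations, more strictly, when further apart than their error (for a correlation, the SD over fits with replicates left out). The shares of called peaks at called genes, 21.9% in βTC6 and 13.5% in αTC1, are therefore not among the 5, although they lie below the paper's 31% and 17%. The 2 settings chosen after seeing the values moved them further away: with the authors' nearest gene they were 19.6% and 11.6%, and with edgeR's likelihood ratio test on both assays as well 17.8% and 10.3%. Past the margin were the first in βTC6 and the second in both lines.

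Of the motifs the paper lists for βTC6, the Rfx5 consensus was not more frequent in βTC6 peaks after adjustment (adjusted exact p = 0.351). Of those it lists for αTC1, the Fox:Ebox (adjusted exact p = 0.123) and Foxa2 (adjusted exact p = 0.424) consensus sequences were not more frequent in αTC1 peaks. They were matched exactly and found in 9, 14 and 10 of these peaks, with odds ratios of 1.54, 1.64 and 1.32. With so few matches the tests had little power and do not show that the enrichment is absent. The paper describes the signature peaks as those with the highest fold changes, and of the authors' own signature peaks 62 of 82 in αTC1 and 57 of 82 in βTC6 were among the 82 largest here, with median absolute log2 fold changes of 4.24 and 4.65. In the sets chosen here by moderated t-statistic, 35 and 23 were. Of the genes the paper lists as absent from αTC1, Prkar1a and Dpp4 had 1 count and Igf1r had 2 counts in each of replicates 2 and 3. The paper calls the Kcna5 promoter peak an αTC1 signature peak, and it was not among the 82 chosen here. The paper states that t-SNE over all consensus peaks did not separate the samples by cell proportion. In principal component analysis, a different method, the first component over all consensus peaks had a Pearson r of 0.996 with composition.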

Other observations

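The test of processing group for the chromosome 2 peak was chosen only after that result was seen. The comparison of runs without a pseudocount was also chosen after seeing the data. The other tests in this part were chosen before their results were seen.

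The lines were compared with other splits of the same libraries that part each same-numbered pair. Of the 16 such splits of the ATAC-seq libraries, 1, the real one, gave as many peaks more open in βTC6, and 1 gave as many in αTC1. The others gave 0 peaks after adjustment, and at an unadjusted p under 0.05 with the same fold change up to 1241 and 1198. They differ from the real split in mixing the lines on each side. Of the 4 such splits of the RNA-seq libraries, 1 gave as many genes higher in βTC6 and 1 as many in αTC1, and the others gave 0 after adjustment and at most 2 unadjusted. Restricted in this way, 16 and 4 splits cannot give a share under 0.05 whatever the data, so this count holds no answer on chance in the grouping. Splits that keep same-numbered libraries together were not counted, although the numbers need not mark pairs.

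Runs of peaks closed in one line were compared with random orders of the peaks within chromosomes. With the fold change past 3 on the scale with a pseudocount, no run was found, so 100 of 100 random orders had as many and the comparison shows nothing. With the fold change of mean values without a pseudocount, 8 runs were found and 0 of 100 random orders had as many. Neighbouring peaks may therefore share their state for reasons other than chance placement. Of these runs, 5 lie on chromosome 14.

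The estimated βTC6 percentage lay below the mixed one in 8 of the mixtures, and the mean signed error over all 9 was -5.80 percentage points. Non-negative least squares left a mean signed error of -5.56 points, so the regression method does not explain it. If the mixtures held less βTC6 DNA than the mixed cell counts imply, peaks of the chromosome 11 stretch, which have no αTC1 signal, should also give a low percentage. They did so in 9 of 9 mixtures, by -9.84 points on average. This check is not independent of the estimate, because peaks of the stretch, such as those at 109130712, 109286716 and 109472210 on chromosome 11, are among the βTC6 signature peaks. Any cause that lowers βTC6 signal in the mixtures would also lower both, so the check does not single out less βTC6 DNA, and the cause stays open.

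One peak, at chromosome 2 98506405 to 98507478, held up to 5.63% of the reads in peaks of a pure library. It was higher in processing group 2 than in group 1 by a ratio of 3.26 in βTC6 and 6.63 in αTC1. It was not called in either direction. The ratio is consistent with a difference in read processing between the groups, and no biological explanation was tested.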
